# Chemosensory Neurons Modulate the Response to Oomycete Recognition in *Caenorhabditis elegans*

**DOI:** 10.1016/j.celrep.2020.108604

**Published:** 2021-01-12

**Authors:** Michael K. Fasseas, Manish Grover, Florence Drury, Clara L. Essmann, Eva Kaulich, William R. Schafer, Michalis Barkoulas

**Keywords:** oomycete, pathogen recognition, innate immunity, *chitinase-like* genes, *pals*, *Myzocytiopsis humicola*, *Caenorhabditis elegans*, hypodermis, cuticle, cross-tissue signaling

## Abstract

Understanding how animals detect and respond to pathogen threats is central to dissecting mechanisms of host immunity. The oomycetes represent a diverse eukaryotic group infecting various hosts from nematodes to humans. We have previously shown that *Caenorhabditis elegans* mounts a defense response consisting of the induction of *chitinase-like* (*chil*) genes in the epidermis to combat infection by its natural oomycete pathogen *Myzocytiopsis humicola*. We provide here evidence that *C. elegans* can sense the oomycete by detecting an innocuous extract derived from animals infected with *M. humicola*. The oomycete recognition response (ORR) leads to changes in the cuticle and reduction in pathogen attachment, thereby increasing animal survival. We also show that TAX-2/TAX-4 function in chemosensory neurons is required for the induction of *chil-27* in the epidermis in response to extract exposure. Our findings highlight that neuron-to-epidermis communication may shape responses to oomycete recognition in animal hosts.

## Highlights

• *C. elegans* senses its natural oomycete pathogen *M. humicola* without infection
• Exposure to a pathogen extract triggers an oomycete recognition response
• Upon pathogen detection, *C. elegans* resists infection through changes in the cuticle
• The response involves signaling between sensory neurons and the epidermis

## Introduction

Organisms can use multiple strategies to protect themselves from pathogens in their natural environment. These strategies can involve avoiding contact with the pathogen or resisting infection by mounting appropriate immune responses (Akira et al., 2006; Singh and Aballay, 2020). Innate immune responses can be both pathogen or host specific and can be generalized into two main types based on how they are initiated. Pathogen-associated molecular patterns (PAMPs) can act as signals for dedicated host receptors that then activate an intracellular cascade of events leading to the production of defense molecules (Akira et al., 2006). Alternatively, damage-associated molecular patterns (DAMPs) associated with perturbations of host physiology or tissue damage can also trigger the activation of innate immune signaling (Hou et al., 2019; Pujol et al., 2008). In both cases, pathogen detection, before and during infection, provides a strategy for organisms to strengthen the efficacy and specificity of their defense response (Mogensen, 2009).

The nematode *Caenorhabditis elegans* has been extensively used as a model for studying host-pathogen interactions for both naturally occurring (Schulenburg and Félix, 2017) and lab-induced (Sifri et al., 2003; Tan et al., 1999) infections. The former category is particularly useful to uncover host immune responses that have evolved to combat nematode infections in the wild, while the latter category may offer more direct links to biomedical challenges. Based on these infection models, various signaling pathways and immune effectors have been described to play a role in *C. elegans* defense (Ermolaeva and Schumacher, 2014; Ewbank and Pujol, 2016; Kim and Ewbank, 2018). Nevertheless, the characterization of the molecular pathways that underlie detection of various pathogens in *C. elegans* remains largely elusive (Meisel et al., 2014; Pradel et al., 2007; Pukkila-Worley et al., 2011; Twumasi-Boateng and Shapira, 2012).

We recently reported the identification of the oomycete *Myzocytiopsis humicola* as a natural pathogen of *C. elegans* (Osman et al., 2018). Oomycetes represent an evolutionarily distinct lineage of eukaryotes sharing morphological similarities with fungi but phylogenetic space with brown algae and diatoms in the Stramenopiles (Beakes et al., 2012). This group includes the crop pathogen *Phytophthora infestans*, infamous for the Irish famine in the mid-19^th^ century due to shortage of potatoes caused by the late blight disease (Fry, 2008). Although oomycetes have been mostly known as plant pathogens, they can also cause human infections, such as those caused by the oomycete *Pythium insidiosum* (De Cock et al., 1987; Krajaejun et al., 2006). The resulting animal disease, known as pythiosis or “swamp cancer,” is considered an emerging disease with significant mortality, especially in the tropics (Mendoza and Newton, 2005). The recent identification of oomycetes as natural pathogens of *C. elegans* offers an attractive model system to mechanistically study and dissect animal-oomycete interactions.

In contrast to bacterial pathogens that most often infect from the gut, *M. humicola* enters through the cuticle to rapidly kill *C. elegans* (Osman et al., 2018). In this study, we make use of this infection model to explore aspects of oomycete recognition in animals. We demonstrate that *C. elegans* can detect the oomycete, even in the absence of infection. We characterize in detail the transcriptional response of *C. elegans* to oomycete recognition and uncouple it from the response to tissue damage that occurs during infection. We provide evidence that *C. elegans* exposed to a non-infectious pathogen extract becomes less susceptible to oomycete infection through changes in the cuticle that reduce pathogen attachment. Interestingly, the response to extract and its protective effect is alleviated when chemosensation in sensory neurons is compromised. This work highlights the ability of *C. elegans* to sense its natural oomycete pathogen *M. humicola* and initiate anticipatory defense responses that reduce the chance of infection.

## Results

### *C. elegans* Can Sense Its Natural Oomycete Pathogen *M. humicola*

We previously reported that *chitinase-like* (*chil*) gene induction is a hallmark of the *C. elegans* defense response to oomycete exposure and that this response is triggered upon exposure to both live and autoclaved *M. humicola* (Osman et al., 2018). This observation led us to hypothesize that *C. elegans* may be able to sense the oomycete pathogen to initiate defense responses that precede infection. To test this hypothesis, we decided to evaluate whether a pathogen extract derived from infected nematodes could also trigger a host defense response. We devised a method to produce an aqueous extract from infected populations of *C. elegans* that is non-infectious yet capable of inducing the expression of a transcriptional *chil-27p::GFP* marker (Figure 1A). This method consists of washing culture plates in which the infection has progressed with sterile water in parallel with plates that do not contain pathogen as a control. The derived pathogen extract was purified by centrifugation and filtration of the supernatant before application to nematode growth media. Efficacy was evaluated by performing serial dilution experiments and quantifying the dose-dependent induction of the *chil-27p::GFP* marker. Interestingly, we found that the pathogen extract is potent and can be diluted up to 500 times, while retaining more than 50% activity (Figure 1B). We also found that it is heat stable and maintains its activity after autoclaving (Figure 1B) as well as upon treatment with various degrading enzymes, such as β-glucanases, proteinases, and chitinases, among others (Figure S1A). Finally, the extract is stable over a long time and retains full activity with or without the *Escherichia coli* food source at 4°C for at least 2 months (Figure S1B). We observed in multiple attempts that animals expressing the *chil-27p::GFP* marker upon exposure to extract could not transmit the response when introduced to populations that had not been previously exposed. We conclude that the oomycete extract may contain a pathogen-derived molecule as its active component, which is both stable and abundant in our infected nematode cultures.

**Figure 1:**
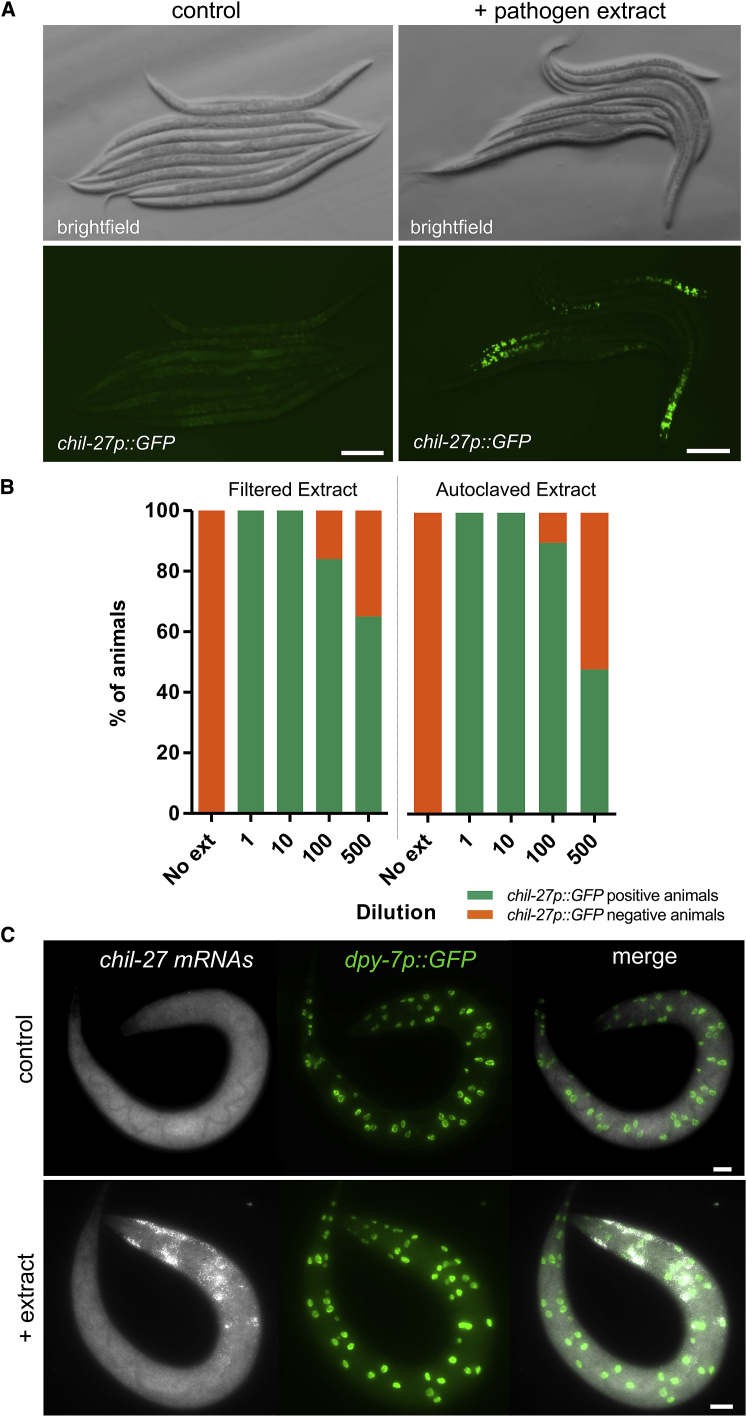
An Extract from *M. humicola*-Infected Nematodes Can Induce *chil-27p::GFP* Expression in *C. elegans* without Infection (A) A non-infectious extract made by washing infected plates with water leads to 100% *chil-27p::GFP* induction in the population. Control here refers to extract made from plates with no oomycete infection, and this treatment does not result in *chil-27p::GFP* expression (0% induction, n > 100). (B) Representative *chil-27p::GFP* induction assay upon dilution of filtered pathogen extract versus autoclaved extract. No significant difference is found between the two treatments. (C) Expression of *chil-27* by smFISH upon pathogen extract exposure. Image shows a second larval stage animal 1 h post extract or control treatment. A *dpy-7p::GFP* marker is used to visualize hypodermal nuclei. Note co-localization of *chil-27* mRNAs with hypodermal nuclei (hyp6 and anterior hyp7). Scale bars: 100 μm in (A) and 20 μm in (C). See also Figure S1.

We next used the pathogen extract to explore the temporal dynamics of *chil-27p::GFP* induction. Using single molecule fluorescence *in situ* hybridization (smFISH), we could detect *chil-27* mRNAs induced in the epidermis (known as “hypodermis” in *C. elegans*) as early as 1 h after extract exposure (Figure 1C). Interestingly, *chil-27* transcripts localized first to the anterior side of the syncytial hypodermis, which is also reminiscent of the activation pattern of the *chil-27p::GFP* transcriptional marker (Figure 1A). Taken together, these results suggest that the pathogen extract and *chil-27p::GFP* induction represent a robust trigger and readout of pathogen detection, thereby offering a powerful system to dissect mechanisms of oomycete recognition using *C. elegans*.

### Exposure to Pathogen Extract Triggers an ORR in the Host

We next sought to determine how the *C. elegans* transcriptional response to extract exposure may compare with infection with live pathogen. We reasoned that this experiment would allow us to uncouple responses underlying oomycete recognition from those attributed to tissue damage during infection. Our previous experiments indicated that *chil-27* is rapidly induced within the first hour of extract exposure, while it takes 24–48 h for the infection phenotype to appear, as manifested by the development of sporangia within the animal body (Osman et al., 2018). Therefore, we chose to include in the design of RNA sequencing (RNA-seq) experiments both early (1 and 4 h) and late (12, 24, and 48 h) time points post extract or pathogen treatment in parallel to control treatments with no exposure to extract or pathogen (Figure 2A). 

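RNA of N2 animals, synchronized by bleaching and treated from the L4 stage, was sequenced after 1, 4, 12 or 24 h with extract and after 12, 24 or 48 h with live *M. humicola*. Each of the 7 comparisons set 3 treated libraries against 3 control libraries of the same time point, 42 libraries in all, and no library served in more than 1 of them. The methods give 300 µL of undiluted extract per plate, while the sample records give 300 ml and describe controls with an equal volume of water. The methods also describe a control extract made from animals without the pathogen, and do not say whether the sequenced controls received it. This difference between the records and the methods is not settled here. By those records, extract plates held 200 animals, and infection plates held 50 animals to which 3 infected ones were added. The authors assigned reads to transcripts with Kallisto and the WS235 transcriptome, and each table gives estimated counts per transcript that are neither scaled nor normalized. These were summed here to 22010 genes. Totals ran from 15416432 to 29058031 counts per library. Levels are in CPM, counts scaled to library size after TMM normalization, as mean ± SD of 3 libraries. Changes are log2 fold changes with their standard error (SE) from edgeR's quasi-likelihood test, and a gene was called at p under 0.01 and an adjusted p under 0.1, the limits of Figure 2B. Where a control group had no count, the fold is a lower bound against 3 counts over its 3 libraries. With 1 to 3 counts, the ratio is given with a 95% counting interval, and such bounds and intervals cover counting error only. The p-values of edgeR measure the spread between libraries, while Fisher's exact tests take genes as their units and do not measure it. RNA was extracted in triplicates, and whether these were separate populations is not stated. Gene lists and the rule for named genes were set before the data were examined, but after values in the study's own tables had been seen. Members of large families such as the chil, pals and collagen genes may share reads. Coordinates are those of WBcel235.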

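Extract changed the transcript level of 353 genes at 1 h and 299 genes at 4 h (n = 3 libraries per group). At 12 h the only called gene was B0507.8, which lies on chromosome V from 8760622 to 8762961 and rose from 0.113 ± 0.0648 to 3.88 ± 2.47 CPM, a log2 fold change of 5.05 (SE 0.62, edgeR adjusted p = 0.092). The effect of extract was smaller at 12 h than at 4 h for 10 of 23 chil genes and 11 of 35 pals genes in a test of the difference itself (camera adjusted p = 7.04e-21 and 1.66e-20, adjusted p = 0.000161 and 0.00459 with an estimated correlation). For *chil-27*, which encodes a chitinase-like protein, the log2 fold change at 12 h minus that at 4 h was −6.57 (SE 0.68, edgeR adjusted p = 0.000604). The same difference was −5.50 (SE 0.52) for *pals-26*, a member of the pals family, −4.11 (SE 0.37) for *eol-1*, a marker of the response to intracellular pathogens, and −1.79 (SE 0.17) for the fatty acid desaturase gene *fat-5*, all called in that test. Among the 187 genes higher after 12 h with live pathogen, a set taken from other libraries, 129 were tested at both times. Over these, the median log2 fold change with extract was 1.54 at 4 h and 0.02 at 12 h. The libraries of 12 h have titles of another form than those of 1 h and 4 h. A difference between batches was therefore not told apart from time. Over all genes, the effect differed between 12 h and 4 h for 295, and another regrouping of the libraries gave 267, so chance is not excluded for that number.
At 24 h edgeR called 0 of 14617 genes, with 1466 at an unadjusted p under 0.05 where 731 would be by chance, while DESeq2 called 64, limma on transcripts 42, edgeR with no filter on low counts 81, with library totals 48 and in thinned libraries 18. At 12 h, 1220 of 14959 genes had such a p against 748 by chance, DESeq2 called 34, limma on transcripts 27, and edgeR 4 with no filter and 4 with a shared estimate of the spread. Per transcript the extract changed 50 genes at 1 h, DESeq2 called 478 at 4 h, and limma on transcripts called 91 at 1 h. With 1 estimate of the spread for all extract libraries, 183 were called at 1 h and 1798 at 4 h. Without extract replicate A, B or C at 1 h, 137, 170 and 190 genes were called, and without extract replicate A, B or C at 4 h, 177, 191 and 196. Control replicate D at 4 h, in which vitellogenins took 1.34% of counts against 5.98% and 5.00% in replicates A and B, stood apart, and without it 676 genes were called. At 12 h, no gene was called without control replicate 1, 2 or 3 or extract replicate 3, and 4 were without extract replicate 2. At 24 h, 18 were called without control replicate 3 and 44 without extract replicate 1.

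**Figure D1:**
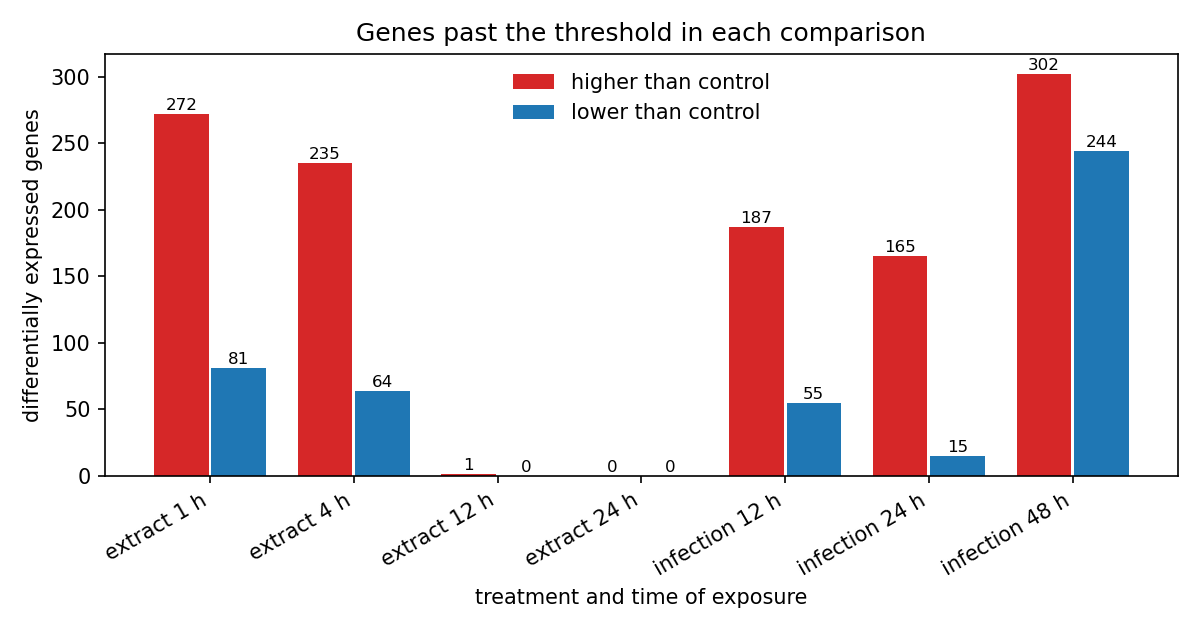
Number of differentially expressed genes (vertical axis) in each of the 7 comparisons of treated with control libraries (horizontal axis, treatment and time), with genes higher than control in red and genes lower in blue. With extract, 272 genes were higher and 81 lower at 1 h, 235 and 64 at 4 h, 1 and 0 at 12 h, and 0 at 24 h. With live pathogen, 187 and 55 passed at 12 h, 165 and 15 at 24 h, and 302 and 244 at 48 h.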

We found a strong transcriptional response to extract 1 and 4 h post exposure, which became much less detectable at 12 or 24 h (Table S1). For example, 268 genes were induced at 1 h and 250 genes at 4 h, with 78 genes being in common between the two time points. 

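With extract, 272 genes rose at 1 h and 235 at 4 h, and 84 rose at both times (n = 3 libraries per group). Y71H2AR.2, on chromosome III from 2839120 to 2840927, was among the largest rises, 475-fold (95% counting interval 84.8 to 18788) at 1 h and 4103-fold (95% counting interval 1135 to 33882) at 4 h. F15H10.6, on chromosome V from 10410240 to 10412149, rose 1418-fold (95% counting interval 254 to 56054) and 2583-fold (95% counting interval 463 to 102062). The F-box gene *fbxa-116*, of a family of substrate adaptors of ubiquitin ligases, rose from 0.0815 ± 0.0401 to 9.4 ± 1.33 CPM at 1 h, a log2 fold change of 6.76 (SE 0.27, edgeR adjusted p = 4.2e-06), and by 8.71 (SE 0.54) at 4 h. The C-type lectin gene *clec-70* rose by 5.09 (SE 0.36) and 6.02 (SE 0.50) on the log2 scale. The glucuronosyltransferase gene *ugt-15* rose by 4.41 (SE 0.46) and 6.06 (SE 0.52). The desaturase gene *fat-5*, on chromosome V from 17725004 to 17726818, rose from 17.1 ± 3.14 to 41.1 ± 2.66 CPM at 1 h, a log2 fold change of 1.27 (SE 0.12), and by 1.77 (SE 0.13) at 4 h.
By gene list, 6 of 110 F-box A genes tested rose at 1 h and none fell (8 and 1 when adjusted over the list alone), and as a set they did not rank above the other genes (camera adjusted p = 0.258, adjusted p = 0.823 with an estimated correlation; median log2 fold change −0.00, mean 0.21). Of 23 MATH domain genes, 1 rose (3 adjusted over the list alone). Glucuronosyltransferases, cytochrome P450s and glutathione S-transferases went both ways, with 2 higher and 4 lower of 153 (6 and 8 adjusted over the list alone; camera adjusted p = 0.0409, adjusted p = 0.7 with an estimated correlation, towards lower). Of 16 fatty acid desaturases and elongases, 1 rose and 2 fell (2 and 4 adjusted over the list alone).
Over the 15405 genes tested at both times, 2.83 shared rises would be expected by chance (one-sided Fisher's exact p = 1.68e-107). Per transcript 47 genes rose at 1 h and 29 at both times, and limma on transcripts gave 76 and 42. With a shared estimate of the spread 133 rose at 1 h and 650 at 4 h. Without extract replicate A, B or C at 1 h, 122, 153 and 164 genes rose, and without control replicate D at 4 h, 426.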

Among the induced genes, several members of the *chil* gene family were identified (Figure 2B). 

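The largest rises of the chil family, which encodes chitinase-like proteins, were those of *chil-27*, *chil-26*, *chil-18*, *chil-28* and, at 4 h, *chil-9*. The gene *chil-27* (T19H5.3, on chromosome II from 9477867 to 9479696) rose from 0.191 ± 0.0623 to 22.4 ± 3.81 CPM at 1 h (n = 3 libraries per group), a log2 fold change of 6.84 (SE 0.24, edgeR adjusted p = 2.78e-06). At 4 h it rose from 0.165 ± 0.0806 to 21.8 ± 3.19 CPM, a log2 fold change of 6.97 (SE 0.30, edgeR adjusted p = 0.000183). For *chil-26* (on chromosome II from 9475055 to 9476295) the log2 fold change was 5.69 (SE 0.35) at 1 h and 4.98 (SE 0.38) at 4 h. The gene *chil-28* (on chromosome II from 12475514 to 12478917), with no count in the controls, was at least 54.1-fold higher at 1 h and at least 429-fold higher at 4 h. The ratio for *chil-18* (on chromosome II from 9448265 to 9449717) was 73.2-fold (95% counting interval 12.7 to 2929) at 1 h and 2732-fold (95% counting interval 489.9 to 107945) at 4 h. In the *chil-1* to *chil-8* cluster on chromosome II, log2 fold changes at 1 h were 3.24 (SE 0.25) for *chil-3*, 2.42 (SE 0.37) for *chil-7*, 2.24 (SE 0.34) for *chil-1* and 1.86 (SE 0.39) for *chil-5*. At 4 h they were 4.05 (SE 0.31) for *chil-1*, 3.79 (SE 0.27) for *chil-3*, 3.65 (SE 0.28) for *chil-7*, 2.72 (SE 0.36) for *chil-6* and 2.66 (SE 0.23) for *chil-5*. For *chil-9* (on chromosome II from 9843258 to 9845339) it was 7.02 (SE 0.49) at 4 h. Reads may be shared between genes of this family.
All 3 extract-treated libraries lay above all 3 controls for each of these genes, and all were called by edgeR. Per transcript, the calls of *chil-1*, *chil-5*, *chil-7*, *chil-18* and *chil-28* at 1 h and of *chil-6* at 4 h ended. The call of *chil-1* at 1 h also ended without extract replicate A, that of *chil-5* at 1 h without any of the libraries other than control replicate A, and that of *chil-6* at 4 h without control replicate B or extract replicate A.

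**Figure D2:**
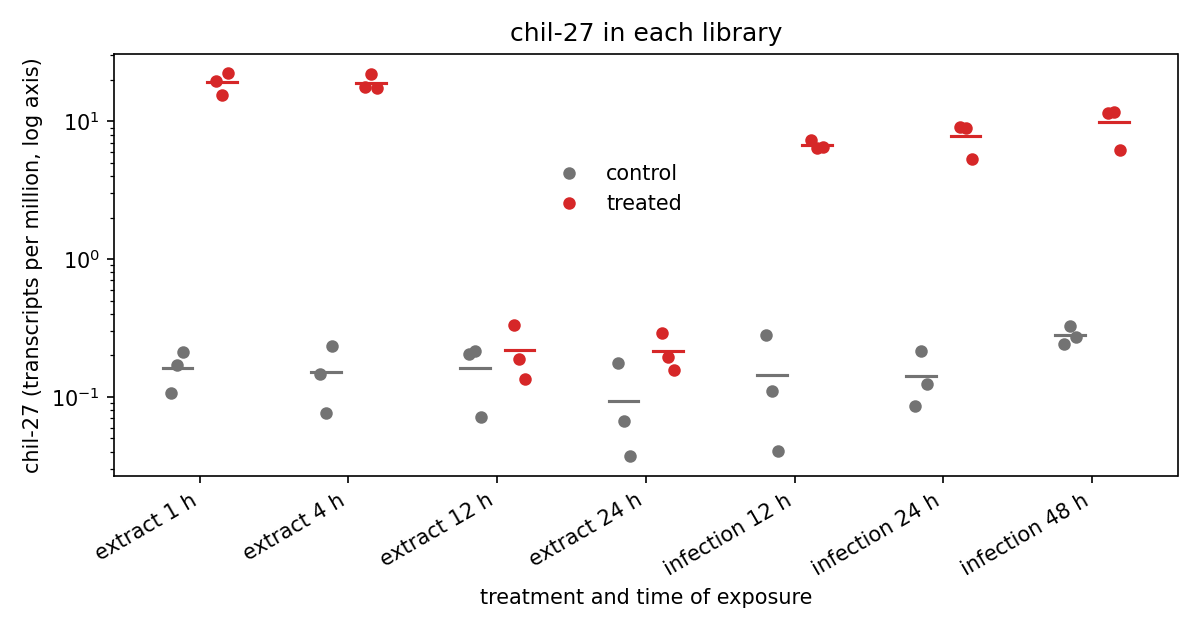
Level of *chil-27* in TPM (vertical log axis) in each library of the 7 comparisons (horizontal axis, treatment and time), with controls in grey and treated libraries in red, 1 point per library and a bar at the mean. The extract-treated libraries lie between 15.5 and 22.3 at 1 h and between 17.4 and 21.9 at 4 h, and the controls between 0.106 and 0.213 and between 0.0764 and 0.233. The extract-treated libraries lie between 0.135 and 0.331 at 12 h and between 0.157 and 0.291 at 24 h.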

A total of 96 genes were found to be downregulated at 1 h and 109 genes at 4 h post extract treatment, but the overlap between time points was smaller, consisting of 16 genes in total (Table S1).

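Extract lowered 81 genes at 1 h and 64 at 4 h, and 14 genes fell at both (n = 3 libraries per group). The largest fall at 1 h was that of *hacd-1*, which encodes a hydroxyacyl-CoA dehydrogenase and lies on chromosome V from 1460369 to 1461613, from 85.3 ± 21.1 to 33.3 ± 4 CPM, a log2 fold change of −1.36 (SE 0.16, edgeR adjusted p = 0.00413). Also lower at 1 h were *spl-2*, for a sphingosine phosphate lyase, at −0.92 (SE 0.15), and the fatty acid elongase genes *elo-2* at −0.70 (SE 0.13) and *elo-5* at −0.53 (SE 0.10). At 4 h the largest fall was that of the nuclear hormone receptor gene *nhr-43*, on chromosome IV from 11899590 to 11902976, from 11.8 ± 3.02 to 2.31 ± 0.899 CPM, a log2 fold change of −2.35 (SE 0.34, edgeR adjusted p = 0.0263). Lower at both times were F45D3.4, at −1.72 (SE 0.32) on the log2 scale at 4 h, and the linker histone gene *his-24*, at −0.62 (SE 0.13) at 1 h and −0.81 (SE 0.15) at 4 h. The glutathione S-transferase gene *gst-4* fell by smaller amounts, at −0.31 (SE 0.06) and −0.60 (SE 0.10). Of the histone list, *his-24* was the only gene called, among 44 tested at 1 h and 42 at 4 h (adjusted over the list alone, 1 fell at 1 h and 1 at 4 h).
Over the genes tested at both times, 0.331 shared falls would be expected by chance (one-sided Fisher's exact p = 1.15e-19). Per transcript 4 genes fell at 1 h, 41 at 4 h and 0 at both, DESeq2 called 126, 182 and 22, limma on transcripts called 17 at 1 h and 2 at both, and a shared estimate of the spread gave 50, 1148 and 28. At 1 h, 126 and 160 genes fell without control replicates A and B, and 15, 17 and 26 without extract replicates A, B and C. At 4 h, 112, 23 and 250 fell without control replicates A, B and D, and 18, 20 and 22 without extract replicates A, B and C. The genes lower at both times numbered 4 without any extract replicate of 1 h, 5 without control replicate B or any extract replicate of 4 h, and 30 without control replicate D. Each of the falls named was lost per transcript, and those of *elo-5*, *his-24* and *gst-4* at 1 h were lost without any extract replicate.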

**Figure 2:**
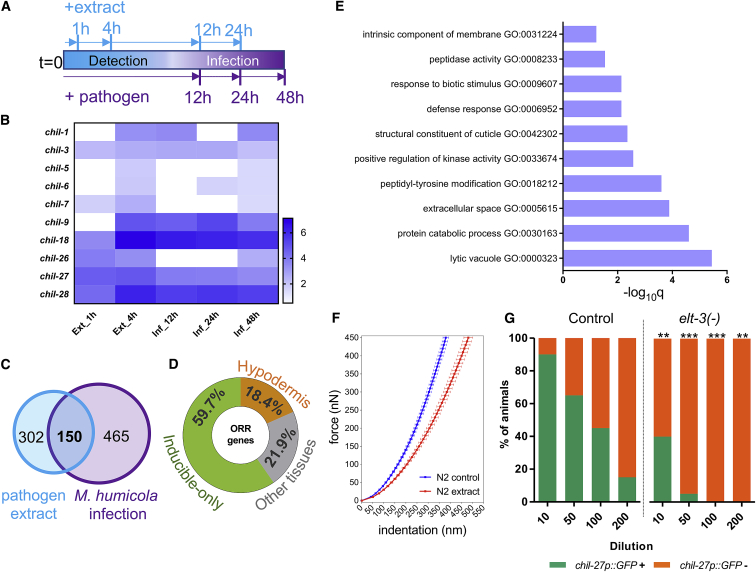
Transcriptional Response to Pathogen Extract Defines an Oomycete Recognition Response (A) Cartoon summarizing the design of the RNA-seq experiment. N2 animals at the L4 stage were exposed to pathogen extract for 1, 4, 12, and 24 h or to live pathogen for 12, 24, and 48 h, respectively. (B) Heatmap showing the members of the *chil* gene family that are differentially expressed by pathogen extract and infection. Heatmap color is based on Sleuth *b* values, which are analogous to fold change (Pimentel et al., 2017). White color indicates that the gene was not significantly upregulated in that condition (significance is defined as p value < 0.01 and FDR-adjusted p value < 0.1). (C) Venn comparison showing the overlap of differentially expressed genes by extract and *M. humicola* infection (pooled time points). This overlap is significant with a representation factor (RF) 8.3 and p value < 2.858 × 10^−99^ with a hypergeometric test. (D) Classification of upregulated ORR genes. A major fraction of these genes (n = 117) are only inducible upon extract treatment: 36 genes are reported to be expressed in the hypodermis, while 43 genes are not expressed in the hypodermis in wild type based on a threshold of <5 transcripts per million (Cao et al., 2017a). Pseudogenes have been removed, so 196 genes have been used in this analysis. (E) Gene Ontology (GO) enrichment analysis for the upregulated ORR genes using WormBase. Adjusted p value is shown on the x axis, and GO terms are listed on the y axis. (F) Force-displacement curves using atomic force microscopy. N2 animals treated with extract show reduction in stiffness, n > 20 animals per genotype. (G) Induction of *chil-27p::GFP* in *elt-3(gk121)* versus control (^∗∗∗^p value < 0.001 and ^∗∗^p value < 0.01 with a chi-square test for each independent dilution, n > 50 for each dilution). See also Figure S2 and Tables S1, S2, and S3.

To define what may constitute an oomycete recognition response (ORR), we compared the infection and extract datasets by pooling all time points. Given that pathogen detection is part of the infection process, we anticipated that genes differentially regulated upon extract treatment would show a significant overlap with those identified upon exposure to live pathogen. Indeed, of 452 genes found to be upregulated in response to extract treatment by pooling all time points, 150 genes were also induced during infection with *M. humicola* (Figure 2C). 

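Pooled over time points, extract raised 423 genes and live pathogen 419, and 159 rose with both (n = 3 libraries per group and time point). F40H7.12 rose 2760.3-fold (95% counting interval 495 to 109066) after 12 h with the pathogen, and F56A6.5, on chromosome I from 582211 to 583729, rose at least 241-fold. The C-type lectin gene *clec-203* rose at least 80.2-fold and *old-2*, which encodes a receptor tyrosine kinase, at least 72-fold at the same time. The F-box gene *fbxa-36* rose by 5.57 (SE 0.33, edgeR adjusted p = 3.7e-06) on the log2 scale at 12 h, and *fbxa-116* was at least 434-fold higher at 24 h. Of the F-box A genes tested, 12 of 110 rose at 12 h, 9 at 24 h and 12 of 125 at 48 h with 1 lower (adjusted over the list alone, 12, 11 and 13 rose; camera adjusted p = 7.4e-05, adjusted p = 0.103 with an estimated correlation at 12 h). Of the MATH domain genes, 3 of 20 rose at 12 h, 0 of 19 at 24 h (5 higher at an unadjusted p under 0.05 and 0 by DESeq2) and 3 of 25 at 48 h (adjusted over the list alone, 3, 0 and 5). Genes lower with both treatments numbered 21, among them *nhr-43*, at −1.19 (SE 0.18) after 12 h with the pathogen, and *gst-4*, at −0.43 (SE 0.07).
Among the 15873 genes tested in both series, 9.87 shared rises and 2.41 shared falls would be expected by chance (one-sided Fisher's exact p = 1.51e-158 and 2.86e-14). The shared rises numbered 90 per transcript. The shared falls numbered 73 by DESeq2, 4 per transcript, 10 by limma on transcripts and 122 with a shared estimate of the spread, and 13 and 50 were the lowest and highest numbers without 1 library. With the pathogen, per-transcript tests called 115, 114 and 182 genes at 12, 24 and 48 h and limma on transcripts called 156 at 12 h and 231 at 48 h. DESeq2 called 359 at 24 h and 1589 at 48 h, and with a shared estimate of the spread 156, 509 and 1049 were called at 12, 24 and 48 h. At 24 h, control replicate C, with 6.84% of counts from vitellogenins against 10.2% or more in the others, stood apart, and 441 genes were called without it, 109 without infected replicate A and 93 without infected replicate B. At 48 h, 272, 1027 and 319 genes were called without control replicates A, B and C, and 229, 144 and 308 without infected replicates A, B and C.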

We argued that genes detected exclusively upon extract treatment may still be part of a genuine pathogen recognition response. These genes may have been missed in the infection experiments due to undersampling of the time course of infection or because infection could mask the recognition process. Therefore, we decided to consider as strict ORR genes those that were common between extract treatment and infection as well as those uniquely found in the extract datasets if they showed a high magnitude of change (fold change ≥ 2 or ≤ −2) (Pimentel et al., 2017). 

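Applied to the calls made here, the criteria of Table S2 gave 201 upregulated and 21 downregulated genes. The upregulated genes were the 159 shared with infection and the genes called with extract alone at a natural log fold change of at least 2, the scale of the Sleuth coefficient. Among the latter were *ugt-15* and the lectin genes *clec-69* and *clec-70*, the last at 6.02 on the log2 scale at 4 h. The gene *clec-69*, on chromosome IV from 3929650 to 3931654, rose by 4.67 (SE 0.39) at 1 h and 5.17 (SE 0.40) at 4 h (n = 3 libraries per group). The MATH domain gene *math-38* rose by 3.31 (SE 0.30) at 4 h. The downregulated genes were the 21 that fell with both treatments, among them *spl-2*, *ugt-25* and *gst-4*. With a limit of 2-fold, as the paper's text words it, 48 genes were downregulated. The downregulated genes numbered 74 by DESeq2, 79 by limma on transcripts and 128 with a shared estimate of the spread. They numbered 50 without control replicate D at 4 h and 13 without infected replicate B at 12 h.
The paper reasons that genes found with extract alone may have been missed during infection because the time course was undersampled or because infection masked recognition. It therefore counts them as part of the oomycete recognition response (ORR) when their change was large.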

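The induced genes of Table S2 were mostly higher with live pathogen: 128 of 168 tested rose at 12 h, 100 of 161 at 24 h and 126 of 182 at 48 h. Over the 154 tested at all 3 times, median log2 fold changes were 2.60, 2.83 and 2.20 (n = 3 libraries per group). Of them *pals-37* rose by 5.84 (SE 0.23, edgeR adjusted p = 1.93e-07) and *pals-39* by 5.58 (SE 0.22) on the log2 scale at 12 h, both of the pals family. F11A5.3, on chromosome V from 16194939 to 16195544, was at least 148-fold higher at 12 h. At 48 h, 1 of the induced genes was lower. Of the downregulated genes of Table S2, 19 of 49 fell at 12 h, 3 of 49 at 24 h and 11 of 48 at 48 h by edgeR. The study chose both lists on these libraries, so the counts are not independent evidence. Per transcript, 77 of the induced genes rose at 12 h and 71 at 48 h.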

The final ORR list consisted of 206 upregulated genes and 49 downregulated genes, a number of which were found to be conserved in humans (69/206 and 22/49 genes, respectively; Table S2) (Kim et al., 2018).

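Among the induced genes of Table S2, 83 of 147 tested rose at 1 h of extract and 168 of 206 at 4 h (n = 3 libraries per group). At 12 h 1 of 119 rose and at 24 h 0 of 115, and DESeq2 called 6 at 12 h. Over the 105 tested at all 4 times, median log2 fold changes were 0.48, 1.84, 0.01 and −0.00335 at 1, 4, 12 and 24 h. Large rises at 4 h were those of *pals-14*, at 4.57 (SE 0.21, edgeR adjusted p = 0.000255), and *fbxa-174*, at 6.32 (SE 0.31). For *pals-14* the log2 fold change at 4 h exceeded that at 1 h by 3.80 (SE 0.50), and for the F-box gene *fbxa-43* by 3.76 (SE 0.41). Of the downregulated genes, 8 of 49 fell at 1 h and 13 of 49 at 4 h. None of 47 fell at 12 h or of 49 at 24 h, where DESeq2 called 0 and 2. The study chose these genes on the same libraries, so the counts are not independent evidence. Per transcript, 33 of the induced genes rose at 1 h, and without control replicate D 24 of the downregulated genes fell at 4 h.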

Most ORR genes were differentially expressed 4 h post extract exposure (183/206 induced and 34/49 downregulated genes) (Table S2). ORR genes were present on all chromosomes, but induced genes were overrepresented on chromosome V (Figure S2A). 

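Of 421 genes that rose with extract at any time and have a place on a nuclear chromosome, 143 lay on chromosome V, which is 34% against 20.4% of the 16842 genes tested (odds ratio 2.05, two-sided Fisher's exact p = 5.15e-11). On chromosome V lie, for example, the neighboring pals genes *pals-37*, from 12437440 to 12441520, and *pals-39*, from 12441663 to 12443854, the F-box gene *fbxa-174*, from 17555854 to 17558477, and the lectin gene *clec-203*, from 1088283 to 1089891. Chromosome II, which carries *chil-27* and 9 other chil genes that rose, held 75, chromosome IV 59, chromosome I 50, chromosome III 48 and chromosome X 46. The share on chromosome I was 11.9% against 15.8% of the genes tested (two-sided Fisher's exact p = 0.0254). With the chil, pals, F-box A, MATH and C-type lectin families left out, chromosome V held 126 of 358 genes (35.2%). Of the induced genes of Table S2, 79 lay on chromosome V (38.3%) and 6 on chromosome X (2.91% against 13.9%, two-sided Fisher's exact p = 1.36e-07). Neighboring genes of a family are not independent, so these p-values overstate the number of separate observations.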

ORR genes were found to be primarily inducible genes (57% of the genes; Figure 2D) with minimal expression (a threshold of <5 transcripts per million) detected in wild-type tissues based on published single-cell RNA-seq (Table S2) (Cao et al., 2017a). An interesting feature of the ORR list is that it contained many genes expressed mostly outside the hypodermis (Figure 2D; Table S2), which may indicate systemic features in the response. However, this does not rule out that ORR genes get induced in the hypodermis upon oomycete exposure as part of a pathogen-specific recognition program.

We used Gene Ontology (GO) enrichment analysis (Angeles-Albores et al., 2016; Ge et al., 2019; Raudvere et al., 2019) to further characterize the obtained datasets upon extract treatment, as well as the derived ORR list (Figure 2E; Figures S2B and S2C; Table S3). 

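Of 27 chil genes in the tables, 8 of 20 tested rose at 1 h of extract and 10 of 23 at 4 h, and none fell (n = 3 libraries per group). The numbers adjusted over the list alone were 8 at 1 h and 13 at 4 h. As a set the family ranked above the other genes at both times (camera adjusted p = 8.97e-27, adjusted p = 0.0268 with an estimated correlation at 1 h; camera adjusted p = 8.16e-32, adjusted p = 0.00404 with an estimated correlation at 4 h). Members that did not pass had log2 fold changes at 4 h of 1.25 (SE 0.32) for *chil-4*, 1.23 (SE 0.36) for *chil-12*, 1.15 (SE 0.30) for *chil-11*, 0.79 (SE 0.16) for *chil-24*, 0.16 (SE 0.19) for *chil-10* and 0.02 (SE 0.15) for *chil-13*. At 1 h, *chil-23* had −0.27 (SE 0.13) and *chil-25* −0.59 (SE 0.26). At 12 h *chil-28* passed when adjusted over the list alone, at 3.35 (SE 0.68), and it was not called over all genes (edgeR adjusted p = 0.386, 18 tested). None of 14 tested rose at 24 h (0 higher and 1 lower at an unadjusted p under 0.05 by edgeR, 0 higher by DESeq2). Among oocyte and eggshell genes, which include other chitin-binding proteins, none of 18 tested passed at 1 h or of 18 at 4 h (0 higher and 0 lower at 1 h and 0 higher and 0 lower at 4 h at an unadjusted p under 0.05; DESeq2 called 0). Of them, 0 and 0 passed when adjusted over the list alone. Per transcript, 3 chil genes rose at 1 h.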

The GO term chitin binding was found for all datasets by ShinyGo and g:Profiler, and this reflects the induction of several *chil* genes. We found enrichment of a cuticle composition term for the dataset obtained 1 h post extract treatment, which suggests a link between pathogen detection and the cuticle physical barrier. 

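Of 143 cuticle collagen genes tested at 1 h, 26 were higher and 0 lower (n = 3 libraries per group). In control replicates A and B of 4 h, each of the 26 was lower than in controls of 1 h. Replicate D was left out there, and with all 3 controls no gene was called between these times, with *col-12* at −0.22 (SE 0.30). The changes with extract were small, as for *col-113*, on chromosome IV from 7150663 to 7152509, which rose from 61.2 ± 5.6 to 91.6 ± 3.78 CPM, a log2 fold change of 0.58 (SE 0.07, edgeR adjusted p = 0.00413). Other rises were 0.43 (SE 0.06) for *col-154*, 0.40 (SE 0.06) for *col-107* and 0.35 (SE 0.05) for *col-117*. The collagen gene *col-12* rose by 0.35 (SE 0.07). Astacin proteases, secreted enzymes of which several act in molting, rose in 6 of 32 cases, with *nas-27* at 0.94 (SE 0.12) and *nas-36* at 0.57 (SE 0.07) (7 adjusted over the list alone; camera adjusted p = 1.2e-06, adjusted p = 0.0389 with an estimated correlation). Of 66 abu and pqn genes, several of which encode proteins of the pharyngeal cuticle, 9 rose, such as *abu-14* at 0.48 (SE 0.05), and 2 fell (16 and 2 adjusted over the list alone; camera adjusted p = 3.9e-05, adjusted p = 0.516 with an estimated correlation). Among 65 hedgehog-related and patched-related genes, 7 rose, such as *grd-6* at 0.58 (SE 0.09), and 1 fell (8 and 2 adjusted over the list alone). Of 31 cuticlin genes 2 rose and of 25 molting genes 1 (4 and 2 adjusted over the list alone). The 6 furrow collagens had a median log2 fold change of −0.37, and none was called (0 higher and 1 lower at an unadjusted p under 0.05; DESeq2 called 0 higher and 0 lower; camera adjusted p = 0.026, adjusted p = 0.823 with an estimated correlation).
The collagens among the genes raised were more than the 2.48 expected by chance (odds ratio 13.8, two-sided Fisher's exact p = 2.02e-19). Adjusted over the list alone, 42 collagens rose and 5 fell, and the set test against other genes gave camera adjusted p = 3.72e-07, adjusted p = 0.258 with an estimated correlation (median 0.12, mean 0.08). Per transcript 1 collagen rose, limma on transcripts called 2 and a shared estimate of the spread 0. Without extract replicate A or B, 11 collagens rose. At 4 h none of 140 was called, with a median of −0.51 (2 higher and 6 lower at an unadjusted p under 0.05, and 1 and 2 by DESeq2). Control replicate D, which stood apart, enters that median. For *col-12* the level at 4 h was 915 ± 418 CPM in controls and 683 ± 34.0 CPM with extract.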

Consistent with this idea, atomic force microscopy (AFM) revealed that extract treatment changed the stiffness of the cuticle (Figure 2F). GO terms for defense response and response to a biotic stimulus were found 4 h post extract treatment (Figure 2E; Table S3). 

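Among genes of host defense, C-type lectins went both ways at 4 h of extract, with 7 of 145 tested higher and 5 lower (n = 3 libraries per group). The lectin gene *clec-218*, on chromosome V from 8307942 to 8310766, rose from 9.17 ± 2.1 to 49.2 ± 3.59 CPM, a log2 fold change of 2.42 (SE 0.19, edgeR adjusted p = 0.00212), and *clec-203* rose by 6.88 (SE 0.67). Lysozymes, which break down bacterial cell walls, also parted: *ilys-3* rose by 4.04 (SE 0.57), and *lys-2*, on chromosome V from 10280307 to 10281474, fell from 153 ± 7.74 to 83.9 ± 5.33 CPM, a log2 fold change of −0.87 (SE 0.09, edgeR adjusted p = 0.00596). The epidermal antimicrobial peptide gene *nlp-31* fell from 10.4 ± 0.814 to 3.88 ± 0.836 CPM, at −1.42 (SE 0.19) on the log2 scale, and *nlp-25* at −1.92 (SE 0.38). The intestinal effector gene C17H12.8 fell from 239 ± 12.5 to 147 ± 7.14 CPM, at −0.70 (SE 0.08).
Adjusted over the list alone, 9 lectins were higher and 8 lower (camera adjusted p = 0.0187, adjusted p = 0.327 with an estimated correlation), 2 and 2 of 12 lysozymes, 0 and 4 of 14 antimicrobial peptides (camera adjusted p = 0.00991, adjusted p = 0.144 with an estimated correlation, towards lower) and 0 and 1 of 12 intestinal effectors. At 1 h, 6 of 144 lectins were higher and 2 lower (8 and 4 adjusted over the list alone). None of 10 lysozymes, 15 antimicrobial peptides or 13 intestinal effectors was called by edgeR at 1 h. At an unadjusted p under 0.05, 0 and 2, 0 and 5, and 1 and 0 were higher and lower in these lists, and DESeq2 called 0 and 0, 0 and 1, and 0 and 0.
The calls of *ilys-3* and *nlp-25* ended per transcript and without control replicate B or any extract replicate. That of *nlp-31* ended without extract replicate B, and that of C17H12.8 without extract replicate A or C. With library totals in place of TMM scaling, *nlp-25* was not called.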

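Some F-box, MATH domain and Skp1-related genes rose at 4 h of extract. Among 120 F-box A genes tested, 15 rose and 0 fell, led by *fbxa-28*, which had no count in the controls and was at least 468-fold higher (n = 3 libraries per group). The F-box gene *fbxa-43* rose by 3.80 (SE 0.23, edgeR adjusted p = 0.000674) on the log2 scale. Of 27 MATH domain genes, 4 rose, with *math-8* at 3.84 (SE 0.44), *math-23* at 3.75 (SE 0.37) and *math-49*, on chromosome II from 1953587 to 1955668, at 2.18 (SE 0.16). The Skp1-related gene *skr-4*, for a ubiquitin ligase subunit, rose by 1.23 (SE 0.15). Proteasome subunits did not pass: of 33 tested, 27 had a log2 fold change above 0, with a median of 0.07, and none was called (0 higher and 0 lower at an unadjusted p under 0.05 by edgeR; DESeq2 called 0 and 0; 0 adjusted over the list alone). Of 23 insulin-like peptide genes, 1 rose, *ins-5* at 1.48 (SE 0.23) (2 adjusted over the list alone; camera adjusted p = 2.17e-05, adjusted p = 0.141 with an estimated correlation). Of 18 heat shock genes none was called (2 higher and 0 lower at an unadjusted p under 0.05; DESeq2 called 1 and 0; 1 higher adjusted over the list alone).
Adjusted over the list alone, 19 F-box A genes (camera adjusted p = 2.36e-06, adjusted p = 0.141 with an estimated correlation; median 0.11, mean 0.70) and 9 MATH domain genes rose (camera adjusted p = 4.91e-07, adjusted p = 0.141 with an estimated correlation). The call of *ins-5* ended per transcript and without control replicate B or any extract replicate.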

Other GO terms related to immunity, such as molecular degradation (e.g., protein catabolic processes), as well as cell signaling (e.g., transmembrane receptor kinase activity), were also found at 4 h (Figure 2E; Table S3) and may reflect pathways involved in the response to pathogen recognition. Finally, transcription factor binding analysis upstream of ORR genes using g:Profiler identified the hypodermally expressed GATA transcription factor ELT-3 as a putative regulator of the response (Table S3). We tested this prediction and found that *elt-3(gk121)* loss-of-function mutants are partially impaired in the induction of *chil-27p::GFP* in the hypodermis (Figure 2G).

To compare the response to oomycete extract exposure with the response against other known pathogens of *C. elegans*, we performed gene set enrichment analysis (GSEA) (Mootha et al., 2003; Subramanian et al., 2005). We found that datasets representing extract exposure for 1 and 4 h had significant intersections (nominal [NOM] p value < 0.05 and false discovery rate [FDR] < 0.25) with 9 and 11 of 65 datasets, respectively (Table S4). As expected, a significant intersection was found with datasets derived from infection by *M. humicola* (Figure 3A; Figure S3A; Table S4). The remaining significant intersections involved mostly datasets derived from time points post infection by the intestinal microsporidia *Nematocida parisii* (Figure 3A). It is of note that the intracellular pathogen response (IPR) (Reddy et al., 2017), which represents part of the response to microsporidia infection in *C. elegans*, was 51% shared with ORR (Figure 3B; Figure S3A). This is interesting given that these two independently derived gene lists concern evolutionary unrelated pathogens that use different infection strategies and exhibit distinct tissue tropism.

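Of the 55 ORR genes that Table S2 also lists for *N. parisii* infection, 27 of 36 tested rose at 1 h of extract and 54 of 55 at 4 h (n = 3 libraries per group). With live *M. humicola*, 38 of 42 rose at 12 h, 37 of 41 at 24 h and 43 of 49 at 48 h. The median log2 fold change was 4.94 at 4 h of extract and 3.69 at 12 h of infection. The pals gene *pals-28* was 2047-fold (95% counting interval 367 to 80906) higher at 4 h of extract, and F56A6.5 1694-fold (95% counting interval 469 to 13998). At 12 h of extract 1 of 27 rose and at 24 h 0 of 27 by edgeR. Both lists behind this overlap were chosen by the study, the ORR on these libraries, so the counts are not independent evidence. Libraries of animals infected by *N. parisii* were not analysed here.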

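Markers of the IPR rose with extract, most at 4 h. The gene *eol-1*, on chromosome V from 13979462 to 13980907, rose from 0.249 ± 0.00406 to 7.79 ± 0.695 CPM at 4 h, a log2 fold change of 4.94 (SE 0.19, edgeR adjusted p = 0.00015) (n = 3 libraries per group). Its log2 fold change at 4 h exceeded that at 1 h by 4.68 (SE 0.53), a difference called by edgeR. The marker *pals-5* rose 148-fold (95% counting interval 40.7 to 1232) and F26F2.4 at least 39.4-fold at 4 h. In the pals family, whose members carry the ALS2CR12 signature, 9 of 26 tested rose at 1 h, 23 of 35 at 4 h, 14 of 26 at 12 h of infection, 14 of 25 at 24 h and 18 of 31 at 48 h, where 1 fell. At 4 h *pals-26* rose by 5.51 (SE 0.26) and *pals-29* at least 171-fold. Of 10 ubiquitin ligase and marker genes of the IPR, 1 of 5 tested rose at 1 h, 7 of 10 at 4 h, 3 of 7 at 12 h of infection, 2 of 5 at 24 h and 2 of 8 at 48 h. Among the ORR genes that Table S2 shares with the IPR, 40 of 41 rose at 4 h of extract and 27 of 29 at 12 h of infection, with medians of 5.01 and 3.86. The study chose the shared genes on these libraries, so that count is not independent evidence.
When adjusted over the list alone, 11 and 23 pals genes and 2 and 8 ubiquitin ligase and marker genes rose at 1 h and 4 h. Set tests against other genes at 4 h gave camera adjusted p = 1.06e-54, adjusted p = 0.00404 with an estimated correlation for the pals genes and camera adjusted p = 1.45e-22, adjusted p = 0.00404 with an estimated correlation for the other list. Near-identical pals genes may share reads.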

**Figure 3:**
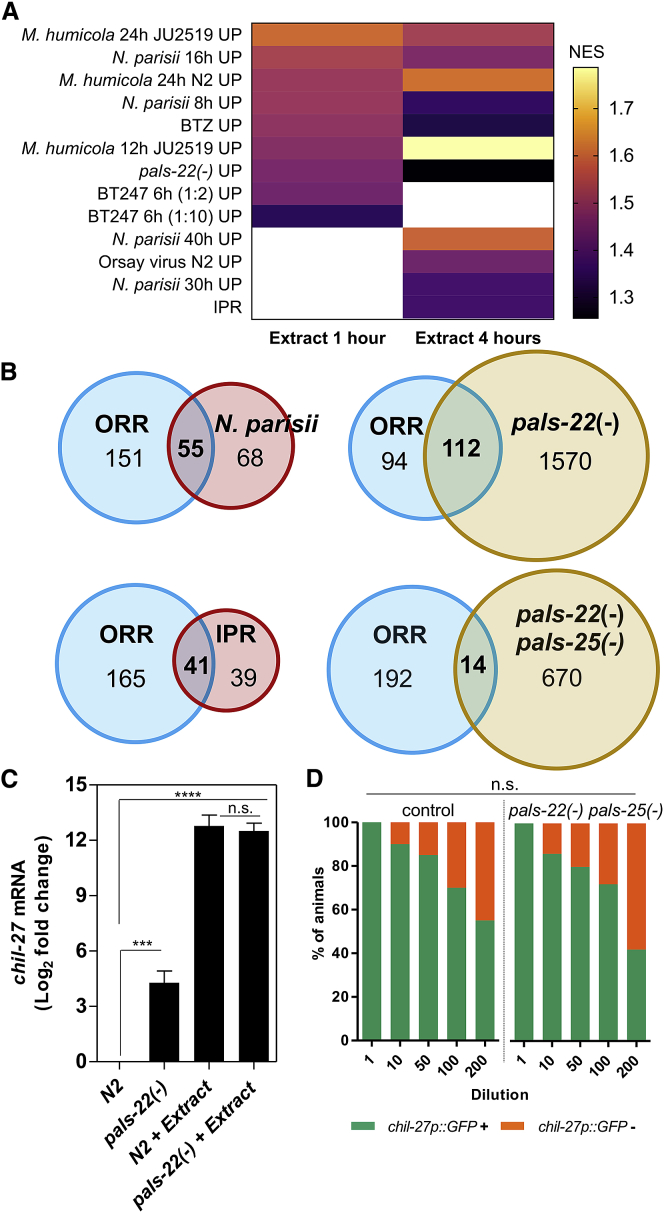
Comparative Analysis of the Oomycete Recognition Response (A) Heatmap presenting the normalized enrichment score (NES) derived from GSEA analysis and focusing on all gene sets showing significant intersection with our pathogen extract datasets. White color depicts no significant intersection (FDR < 0.25 and nominal p value < 0.05). (B) Venn diagrams comparing the upregulated ORR genes versus IPR (RF: 38.1, p < 1.892 × 10^−56^), *N. parisii* infection at 8 h (RF: 33.3, p < 9.031 × 10^−72^), and *pals-22(jy3)* (RF: 5, p < 1.070 × 10^−53^) and *pals-22(jy3) pals-25(jy9)* double mutants (RF: 1.5, non-significant). RNA-seq data used here are from Reddy et al. (2019). (C) qRT-PCR for *chil-27* expression in *pals-22*(*icb89*) treated with extract and N2 treated with extract (p < 0.001, one-way ANOVA and Tukey’s multiple comparison test) and N2 upon extract treatment. (D) *pals-22(icb90) pals-25(icb92)* double mutants respond to extract just like N2 at all extract dilutions (results are non-significant with a chi-square test for each independent dilution, n > 50 for each dilution). See also Figure S3 and Table S4.

We previously reported an overlap in the machinery regulating the transcriptional response to microsporidia and oomycete infections (Reddy et al., 2019). This is because loss-of-function mutations in the protein containing ALS2CR12 signature (PALS) gene *pals-22* lead to constitutive *chil-27p::GFP* induction in the epidermis as well as induction of host responses against microsporidia in the intestine (Reddy et al., 2019). IPR and *chil-27p::GFP* induction rely on another member of the PALS family, PALS-25, as they are both suppressed in a *pals-22 pals-25* double-mutant background (Reddy et al., 2019). We therefore tested whether the ORR shares similarities with genes induced in a *pals-22* mutant background. Interestingly, 54% of induced ORR genes were also upregulated in *pals-22* mutants, while the overlap between ORR and *pals-22 pals-25* mutants was no longer significant (Figure 3B). These results indicate that PALS-25 is able to regulate a large proportion of ORR genes, when its suppression by PALS-22 is released (Reddy et al., 2019). Nevertheless, both *pals-22* and *pals-22 pals-25* mutants retained the ability to respond to extract to the same extent as control animals (Figures 3C and 3D). These results suggest that although the PALS-22/PALS-25 module can regulate ORR genes, it is unlikely to be directly involved in the response to extract perception.

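Table S2 names 102 ORR genes as also raised in *pals-22* mutants, and nearly all rose with extract at 4 h, 97 of 102 tested (n = 3 libraries per group). Their median log2 fold change at 4 h was 4.59, or 4.55 with genes without control counts at their lower bound. Genes on this list include *eol-1*, *pals-14*, *pals-26* and *fbxa-174*, and also ORR genes outside the pals family such as F11A5.3, at 1291-fold (95% counting interval 231 to 51041) after 24 h with live *M. humicola*. At 1 h 45 of 73 rose. With live *M. humicola*, 77 of 85 rose at 12 h, 67 of 83 at 24 h and 80 of 94 at 48 h. The overlap may be held here only in part, since the paper's text gives it as a percentage of the induced genes and not as a count. The study chose the ORR on these libraries, so the counts are not independent evidence, and libraries of *pals-22* and *pals-22* *pals-25* mutants were not analysed here.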

The ORR gene list can serve as a signature of the host response pathway to *M. humicola* detection. It is however conceivable that the ORR list may also include genes that act, in turn, to enhance or suppress the recognition response. To test this idea, we performed a targeted RNAi screen to address whether knockdown of a subset of highly induced ORR genes would compromise *chil-27p::GFP* induction following extract treatment. We found no significant change in *chil-27p::GFP* induction in these RNAi experiments (Figure S3B). These results indicate that ORR genes are unlikely to be enriched for modulators or buffers of the response to oomycete detection.

### *C. elegans* Can Resist Infection by Detecting *M. humicola*

Pathogen recognition can provide a strategy for animals to prepare for the possibility of an upcoming infection. To test whether early detection of *M. humicola* by *C. elegans* can influence the outcome of infection, we compared the survival of animals exposed to extract before encountering the pathogen to controls that were encountering the pathogen without any prior extract treatment. We found that pretreatment with extract provided a mild, yet significant, protection from *M. humicola* infection compared with non-pretreated controls (Figure 4A). In a similar manner, *pals-22* loss-of-function mutants that show constitutive *chil-27p::GFP* expression, as well as induction of ∼50% of the ORR program, were also mildly more resistant to infection (Figure 4A). Consistent with the ability of *pals-22(icb89)* mutants to still respond to extract treatment, pretreatment with extract further enhanced their protection from infection (Figure 4A). It is of note that *pals-22* loss-of-function mutants display developmental delay, as well as shortened lifespan (Reddy et al., 2017), which may affect their performance in infection assays. However, we did not find an effect on lifespan or developmental speed upon extract treatment (Figures 4B and 4C). These results highlight that detection of *M. humicola* by *C. elegans* may be beneficial as a strategy for nematode survival.

**Figure 4:**
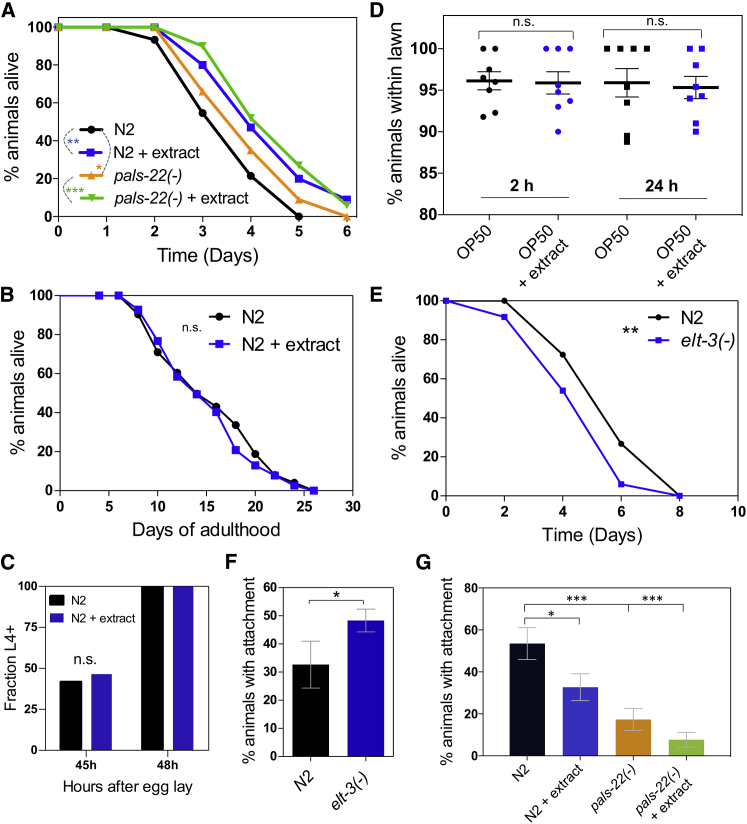
Exposure of *C. elegans* to Pathogen Extract Leads to Reduced Pathogen Attachment and Provides Protection from Oomycete Infection (A) Infection assay comparing N2 and *pals-22*(*icb89*) animals with or without previous exposure to extract (^∗∗∗^p value < 0.001, ^∗∗^p value < 0.01, ^∗^p value < 0.05 with a log rank test, n = 60–90 animals per condition). (B) Life-span comparison of animals treated with extract versus non-treated controls. No significant difference was found with a log rank test. (C) Quantification of developmental pace by measuring the fraction of animals at or beyond the L4 stage at two different time points. No difference was observed upon extract treatment with a chi-square test. (D) Avoidance assay depicting the percentage of animals leaving the lawn in 2 and 24 h with or without adding pathogen extract. (E) Survival curve of N2 and *elt-3(gk121)* animals at 20°C in the presence of *M. humicola* JUo1 (^∗∗^p < 0.01 with log rank test, n = 60 for each). (F) Percentage of N2 and *elt-3(−)* animals showing oomycete attachment after 4 h exposure with the pathogen at 20°C (^∗^p < 0.05 with chi-square test, n = 40). (G) Attachment assay for N2 and *pals-22(icb89)* animals with or without previous exposure to extract (^∗^p value < 0.05 and ^∗∗∗^p value < 0.001 with a chi-square test and comparisons made to N2 control, n = 50). See also Figure S4.

Resistance to *C. elegans* pathogens may stem from mechanisms antagonizing pathogen entry and growth or behavioral changes leading to pathogen avoidance. However, we found that animals do not avoid an *E. coli* lawn supplemented with pathogen extract (Figure 4D). Currently, there is no evidence to suggest that *C. elegans* can clear filamentous eukaryotic pathogens when these have already penetrated the cuticle to initiate infection; thus, controlling pathogen entry into the nematode body is likely to be more crucial. We have previously proposed that induction of *chil* genes can modify the properties of the cuticle in a way that reduces pathogen attachment (Osman et al., 2018), so we focused here on whether changes in susceptibility correlate with oomycete attachment to the cuticle. As shown above, ELT-3 was predicted to regulate a part of ORR and its compromised function reduced *chil-27p::GFP* induction upon oomycete extract exposure. We found that *elt-3(gk121)* mutants were more sensitive to infection (Figure 4E), and this correlated with increased pathogen attachment (Figure 4F). Furthermore, we found a significant decrease in pathogen attachment in both *pals-22(icb89)* mutants and extract-treated animals (Figure 4G), which correlates with the increase in survival observed in infections assays. We conclude that detection of *M. humicola* may lead to anticipatory immunity through changes in the host cuticle that reduce pathogen attachment.

### Induction of *chil-27* in the Epidermis Is Modulated by the Chemosensory Neuron Proteins TAX-2/TAX-4

The main body hypodermis in *C. elegans* is a multinucleate syncytium, so we were surprised to find anterior localization of *chil-27* mRNAs within a single cell (Figure 1C). We argued that this localization may reflect signal transmission from the anterior side of the animal, which is dominated by neurons and glial cells that could readily play a role in pathogen detection. Furthermore, 13 of 43 ORR genes that were not expressed in hypodermis were exclusively expressed in neurons or neuronal support cells (Table S2). We therefore decided to test the possibility that neuronal signaling may regulate detection of *M. humicola* by *C. elegans*.

We focused here on mutations in *tax-2* and *tax-4*, which encode cyclic nucleotide-gated channel α and β subunits responsible for cyclic guanosine monophosphate (cGMP)-activated cation channel activity in a subset of chemosensory neurons (Bretscher et al., 2011; Coburn and Bargmann, 1996). We found that loss-of-function alleles of *tax-2* (*p691*) and *tax-4* (*ks11*, *p678*) led to a strong reduction in the frequency of animals expressing *chil-27p::GFP* upon extract treatment (Figures 5A and 5B), highlighting a potential role for sensory neurons in the response. Failure to detect the pathogen should nullify the protective effect conferred by exposure to extract. We tested this idea by comparing wild-type N2 and *tax-2(p691)* animals in infection assays with and without pretreatment with extract. Although *tax-2(p691)* mutants were found to be more susceptible to infection than N2, they behaved in a similar manner with and without extract treatment (Figure 5C). This correlated with pathogen attachment assays in *tax-2(p691)* mutants, which showed increased attachment compared with N2, but no change upon extract exposure (Figure S4). These results implicate neuronal signaling in the underlying response to oomycete detection.

**Figure 5:**
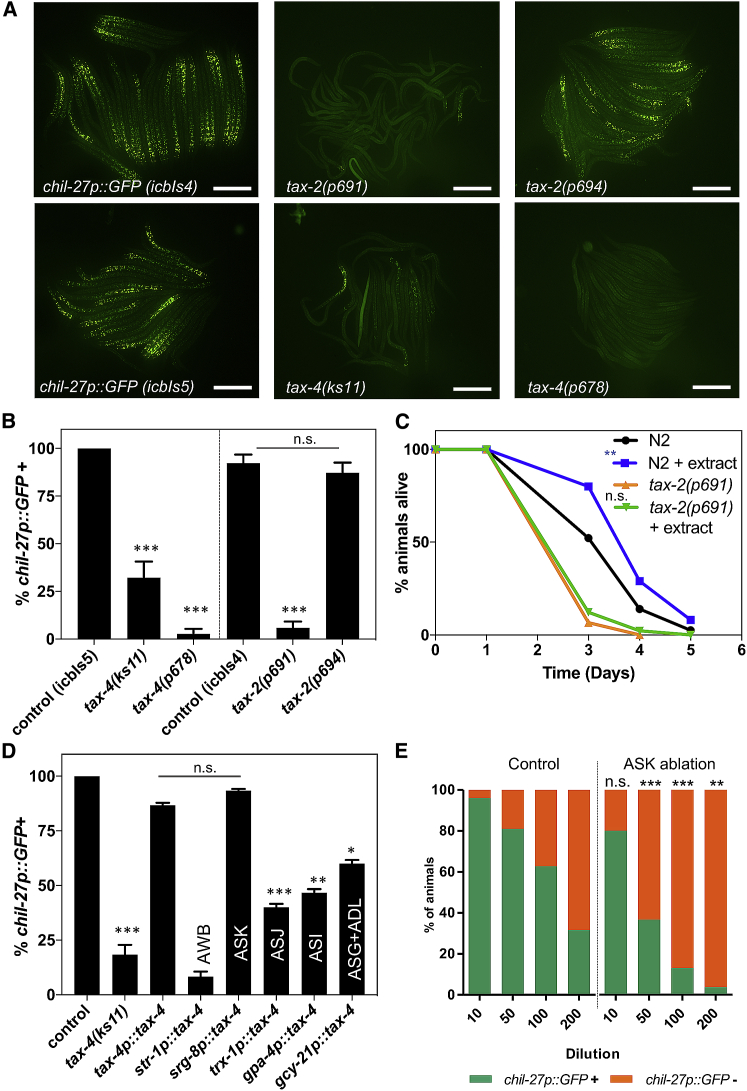
Neuronal Signaling Is Required for *C. elegans* Response to Pathogen Extract (A) *chil-27p::GFP* transgene induction assays in strains carrying *tax-2* or *tax-4* mutations using 1:100 dilution of the pathogen extract. Images show a group animals per genotype clustered together. Scale bars, 200 μm. (B) Quantification of induction assay for *tax-2* and *tax-4* mutants, n > 30. Note that strains carrying the *tax-2(p691)*, *tax-4(ks11)*, or *tax-4(p678)* alleles are strongly impaired in their ability to respond to extract (^∗∗∗^p value < 0.001 with a Fisher’s exact test in comparison with control). However, animals that carry the *tax-2(p694)* mutation that allows for *tax-2* expression in a subset of neurons respond normally. (C) Infection assay comparing N2 with *tax-2(p691)* mutants, with or without pre-exposure to extract (^∗∗^p value < 0.01 with a log rank test, n = 60–90 animals per condition). Note that *tax-2(p691)* is more susceptible than N2 to infection (^∗∗∗^p value < 0.001), but extract treatment does not have any protective effect. (D) Induction assays in strains carrying transgenes that rescue *tax-4* mutants in specific neurons. Note that rescue in ASK neurons leads to similar induction to that observed with the endogenous *tax-4* promoter, while no rescue or only partial rescue was observed in the case of other neuronal promoters (^∗∗∗^p value < 0.001, ^∗∗^p value < 0.01, ^∗^p value < 0.05 with a Fisher’s exact test, all comparisons are against the rescue observed using the endogenous *tax-4* promoter). Control induction in wild-type animals carrying *chil-27p::GFP* is shown as reference. (E) Quantification of *chil-27p::GFP* induction in ASK ablated *C. elegans* (through expression of a *sra-9p::mCasp-1* transgene) in response to serial dilution of the pathogen extract. ASK-ablated strain shows significantly reduced response to extract (^∗∗∗^p value < 0.001 and ^∗∗^p value < 0.01 with a chi-square test, n = 50 for each dilution). See also Figures S5 and S6.

To narrow down the sensory neurons in which *tax-2/tax-4* are required for *M. humicola* detection, we made use of the *tax-2(p694)* allele, where *tax-2* expression is limited to six amphid neurons—AWB, AWC, ASG, ASI, ASK, and ASJ—due to a promoter deletion (Bretscher et al., 2011; Coburn and Bargmann, 1996). Interestingly, *tax-2(p694)* mutants carrying the *chil-27p::GFP* marker responded normally to extract exposure, indicating that expression within one or more of these neurons may be sufficient for the response (Figure 5D). To identify which neuron is involved, we pursued neuron-specific rescue experiments of the impaired *chil-27p::GFP* response to extract. Here, we used a *tax-4* rescue approach to take advantage of the *tax-4* locus that is smaller and thus more convenient for molecular cloning than *tax-2*. We drove *tax-4* expression in AWB, ASK, ASJ, ASI, and ASG/ADL using the *str-1*, *srg-8*, *trx-1*, *gpa-4*, and *gcy-21* promoters, respectively. We found that expressing *tax-4* under an ASK-specific promoter rescued the response of *tax-4* mutants to extract at a greater level than other neurons (Figure 5D). Consistent with this result, genetic ablation of the ASK neurons through expression of a *sra-9p::mCasp-1* transgene reduced the ability of the animals to induce *chil-27p::GFP* as a response to extract treatment (Figure 5E), while ablation of AWC or ASI did not have a similar effect (Figures S5A–S5D). To test whether the ASK neurons are likely to be the primary pathogen-sensing neurons, we monitored their activity upon extract exposure. However, we did not find a real-time calcium response in ASK neurons immediately following extract treatment (Figure S5E). We finally analyzed ASK-ablated animals for pathogen attachment and infection susceptibility, but we did not observe a statistically significant difference compared with wild-type animals (Figures S6F and S6G). Since ASK-ablated neurons do not exhibit complete loss of response to oomycete extract (Figure 5E), this suggests that other sensory neurons are likely to also be involved. Taken together, we conclude that ASK neurons modulate the pathogen-recognition immune response triggered in the epidermis of *C. elegans*.

## Discussion

We extend here our knowledge of host-pathogen interactions focusing on a diverse class of pathogens, the oomycetes, which naturally infect the model organism *C. elegans*. We present evidence that *C. elegans* is able to sense the oomycete *M. humicola* and mount a gene expression response to resist infection. Although *C. elegans* lacks key pattern recognition receptors that are present in other organisms, our work further suggests that the nematode can distinguish between the pathogens it encounters (Irazoqui et al., 2010; Wong et al., 2007). Since *M. humicola* is an obligate pathogen of *C. elegans* and cannot be grown so far in pure culture, we cannot formally rule out the possibility that the active component of the extract is produced by infected animals. However, several observations suggest that the signal is more likely to initiate directly from the pathogen. We have previously shown that mechanical damage of the cuticle by microinjection is unable to induce the *chil-27p::GFP* response (Osman et al., 2018), which is in contrast to the induction of protective antimicrobial peptides in response to cuticular damage upon infection by other epidermal pathogens, such as the fungus *Drechmeria coniospora* (Pujol et al., 2008; Zugasti et al., 2014). Extracts prepared from plates containing animals infected with *D. coniospora* were shown to be unable to induce *chil-27p::GFP* expression and so were extracts prepared from *pals-22(icb89)* mutants that exhibit constitutive *chil* gene expression (Figure S1C). *C. elegans* is known to produce ascarosides under stress, which are sensed through various chemosensory neurons, including the ASK neurons (Kim et al., 2009; Ludewig et al., 2013). However, extracts made from infected *daf-22(m130)* animals, which are defective in ascaroside biosynthesis (Butcher et al., 2009), induce the immune response at a comparable level to extracts made from infected N2 animals (Figure S1C). Taken together, these observations are less compatible with the idea of a host-derived transmissible danger signal that propagates the response in the nematode population. Instead, we suggest that the active component in the extract is more likely to be a PAMP that is sensed by *C. elegans.* Such oomycete-derived molecules may correspond to essential factors of the pathogen’s life cycle or infection strategy, for example, cell wall components or secreted virulence factors, as previously described for plant hosts (Fawke et al., 2015).

We uncouple here the response to pathogen recognition (ORR) from responses to tissue damage that occur during infection. The hallmark of the response to *M. humicola* infection is the induction of the *chil* gene family (Osman et al., 2018), which we report here also occurs upon exposure to pathogen extract. 

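With live *M. humicola*, 10 of 22 chil genes tested rose at 12 h, 8 of 22 at 24 h and 11 of 22 at 48 h, and none fell (n = 3 libraries per group). The gene *chil-27* rose from 0.151 ± 0.126 to 6.79 ± 0.482 CPM at 12 h, a log2 fold change of 5.43 (SE 0.31, edgeR adjusted p = 2.43e-06). At 24 h it rose from 0.149 ± 0.0594 to 7.52 ± 2.05 CPM (edgeR adjusted p = 0.000833), and at 48 h its log2 fold change was 5.14 (SE 0.36, edgeR adjusted p = 0.00101). At the same time points the effect of the pathogen on *chil-27* exceeded that of extract by 5.03 (SE 0.75, edgeR adjusted p = 0.00289) at 12 h and by 4.38 (SE 0.89, edgeR adjusted p = 0.0412) at 24 h. Both differences include any other difference between the extract and infection experiments, which were separate and used different plates. The genes *chil-18* and *chil-28*, with no count in the 12 h controls, were at least 290.5-fold and at least 239-fold higher. The ratio for *chil-9* was 132-fold (95% counting interval 44.8 to 642). For *chil-3* the log2 fold change was 3.87 (SE 0.25) at 12 h and 3.89 (SE 0.34) at 24 h, and it was also called at 48 h. For *chil-26* it was 2.75 (SE 0.47), 3.32 (SE 0.44) and 3.84 (SE 0.50), and for *chil-1* 2.57 (SE 0.33), 2.58 (SE 0.43) and 2.72 (SE 0.38). Not called at 24 h were *chil-4* at 2.60 (SE 0.56), *chil-7* at 1.46 (SE 0.31) and *chil-5* at 1.02 (SE 0.38).
Adjusted over the list alone, 11, 10 and 11 chil genes rose. As a set the family ranked above the other genes at each time (camera adjusted p = 1.85e-39, adjusted p = 0.0115 with an estimated correlation at 12 h; camera adjusted p = 3.19e-32, adjusted p = 0.0352 with an estimated correlation at 24 h; camera adjusted p = 1.88e-31, adjusted p = 0.0152 with an estimated correlation at 48 h). Per transcript, 5 rose at 12 h and 7 at 48 h, and the calls of *chil-1* ended at each time.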

The function of *chil* genes has been linked to collagen synthesis and degradation in some systems (Bigg et al., 2006; Iwata et al., 2009), and induction of *chil* genes in *C. elegans* has been proposed to modify properties of the cuticle in a way that reduces pathogen attachment (Osman et al., 2018). Consistent with this model, AFM revealed changes in stiffness upon extract treatment, and extract-treated animals showed reduced pathogen attachment. Although these observations strongly suggest cuticle changes upon oomycete recognition, whether these changes remain purely at a biochemical level or whether they also have morphological consequences remains unknown. Besides cuticle modification, the induced ORR genes may play a role in other responses conferring a protective effect against oomycete infection. For example, changes in host metabolism are likely to influence immunity, and it is interesting that the ORR list includes a number of metabolic genes. It is conceivable that behavioral changes would represent a putative strategy for nematodes to reduce infection in the wild; however, we did not see such an effect in lab conditions. We hypothesize that ORR genes are more likely to represent effectors of the immune response, as opposed to the machinery required for oomycete detection, which is emphasized by the fact that many ORR genes are only expressed upon exposure to pathogen extract.

Responses of *C. elegans* to different pathogens are thought to be largely distinct. It is therefore interesting that the ORR gene list significantly overlaps with datasets derived from microsporidial or viral infections, which are intracellular pathogens of the intestine (Bakowski et al., 2014). We report here that *pals-22* loss-of-function mutants show induction of more than 50% of the ORR genes, which correlates with their increased resistance to oomycete infection through a reduction in pathogen attachment. It is of note that all shared genes between ORR and IPR are also common between ORR and *pals-22* mutants. Therefore, we argue that the overlap between microsporidial infections and *M. humicola* detection relates to the *pals-22/25* regulatory circuit. 

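The transcripts of *pals-22* (C29F9.1, on chromosome III from 132418 to 134401) and *pals-25* (T17A3.2, on chromosome III from 134494 to 137975) did not pass the test in any of the 7 comparisons (n = 3 libraries per group). At 1 h of extract *pals-22* went from 3.78 ± 0.392 to 3.25 ± 0.278 CPM and *pals-25* from 1.95 ± 0.14 to 2.27 ± 0.268 CPM. For *pals-22*, log2 fold changes with extract were −0.22 (SE 0.14) at 1 h, 0.39 (SE 0.20) at 4 h, −0.11 (SE 0.13) at 12 h and −0.02 (SE 0.14) at 24 h. With live pathogen they were 0.11 (SE 0.16) at 12 h, −0.00 (SE 0.26) at 24 h and −0.14 (SE 0.22) at 48 h. For *pals-25*, those with extract were 0.22 (SE 0.17), 0.26 (SE 0.19), 0.22 (SE 0.13) and −0.05 (SE 0.13), and those with live pathogen 0.37 (SE 0.17), 0.04 (SE 0.20) and −0.04 (SE 0.17). The smallest edgeR adjusted p was 0.481, for *pals-25* at 12 h of infection. In simulated counts with the spread of these libraries, 44 to 84 of 100 changes of 2-fold were recovered, so smaller changes of these genes may not be detectable at this number of libraries.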

Interestingly, *pals-22* and *pals-25* mRNA levels do not change upon extract treatment and infection, and *chil* gene induction upon extract treatment is not compromised in *pals-22* and *pals-22 pals-25* double mutants. This indicates that oomycete detection is unlikely to act through direct changes in the PALS-22/PALS-25 module, although PALS-22/PALS-25 and the extract response pathway may converge on the regulation of a yet unknown downstream factor that triggers *chil* gene expression and cuticle remodeling.

Epidermal immune responses are thought to counteract pathogens that infect through the cuticle. We report here that induction of *chil-27* in the epidermis is partially dependent on the GATA transcription factor ELT-3. This family of transcription factors includes key regulators of pathogen-induced genes and dominates tissue-specific immune responses in *C. elegans* (Block and Shapira, 2015; Shapira et al., 2006; (Yang et al., 2016a)). However, our results support a model wherein the immune response triggered in the epidermis relies on oomycete recognition in neurons. Neuron-to-epidermis communication has been shown to occur during fungal infections and leads to antimicrobial peptide induction in the epidermis (Zugasti and Ewbank, 2009). Our model of neuron-to-epidermis communication culminating in cuticular changes is reminiscent of some recently reported neural regulation of the cuticle barrier, through the neuropeptide Y receptor NPR-8, in response to infection by bacterial pathogens (Sellegounder et al., 2019). NPR-8 is not directly involved in sensing bacteria and acts to suppress cuticular collagen genes that contribute to host defense (Sellegounder et al., 2019). 

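The transcript of *npr-8*, a neuronal G protein-coupled receptor gene on chromosome X from 7377302 to 7388404, did not pass the test in any comparison (n = 3 libraries per group). Its log2 fold change was −0.19 (SE 0.24, edgeR adjusted p = 0.873) at 1 h of extract and −0.53 (SE 0.20, edgeR adjusted p = 0.56) at 4 h, and −0.02 (SE 0.38), 0.39 (SE 0.33) and −0.08 (SE 0.28) at 12, 24 and 48 h of infection. Of 143 cuticle collagen genes tested at 1 h of extract, 26 rose. Among those that the study names, for the promoters of its markers, *dpy-7* had −0.30 (SE 0.19) at 1 h and 0.04 (SE 0.24) at 4 h. It encodes a collagen of the annular furrows. The collagen gene *col-12*, which rose at 1 h, had −0.42 (SE 0.31, edgeR adjusted p = 0.748) at 4 h. The transcription factor gene *elt-3*, expressed in the hypodermis, had −0.05 (SE 0.06) at 1 h and 0.23 (SE 0.15) at 4 h and was not called. The collagen genes that NPR-8 suppresses are named elsewhere and not listed in the sources used here, so they were not tested as a list.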

Interestingly, neuron-to-epidermis regulation in the oomycete context is linked to pathogen recognition and does not appear to involve regulation of the same collagen genes, which are not part of the identified ORR. Therefore, neuronal regulation of cuticle remodeling may provide a broad mechanism for protection against pathogens infecting through the epidermis and also those that colonize the *C. elegans* intestine.

Our results are consistent with reports of various sensory neurons modulating innate immune pathways, physical barrier defense, and behavior in *C. elegans* (Cao et al., 2017b; Foster et al., 2020; Styer et al., 2008). TAX-2/4-dependent signaling in chemosensory neurons has been previously linked to cuticle morphology and epidermal pathogen avoidance (Bretscher et al., 2011; Coburn and Bargmann, 1996; Sellegounder et al., 2019; Yook and Hodgkin, 2007). Tissue-specific rescue and neuronal ablation experiments revealed ASK neurons to be the most prominent in modulating the response to oomycete recognition. While ASK neurons have been previously associated with avoidance of certain chemical repellents (Hilliard et al., 2002), an involvement in modulation of pathogen detection has not been reported. Given that ASK-ablated animals are still able to respond to pathogen extract, and restoration of *tax-4* function in other sensory neurons does partially rescue *chil-27p::GFP* induction in *tax-4(ks11)* mutant animals upon extract treatment, we anticipate that other neurons also contribute to this response. The lack of a detectable calcium response in ASK further suggests that these may not be the primary oomycete-sensing neurons, although they are involved in modulating the mounting of the immune response in the hypodermis. A similar scenario has been reported in another study where AWB, AWC, and ASJ neurons regulate cuticle dynamics in response to bacterial infection in *C. elegans*, but none of these neurons are actually involved in sensing the pathogenic bacteria (Sellegounder et al., 2019). Future work will focus on dissecting the machinery and specificity of neuronal and intercellular signaling in the context of oomycete recognition. We speculate that such cross-tissue communication may be an important feature of animal defense to oomycete infection.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Bacterial and Virus Strains**		

*E. coli*: OP50	Caenorhabditis Genetics Center	Wormbase ID: OP50
Ahringer RNAi Libraries in *E. coli* HT115	Source Bioscience	N/A

**Chemicals, Peptides, and Recombinant Proteins**		

Calcofluor White	Sigma	Cat: 910090
IPTG	Sigma	Cat: I6758
DNase I	Promega	Cat: Z358A-C
TRIzol	Invitrogen	Cat: 15596026
SuperScript IV Reverse Transcriptase	Invitrogen	Cat: 18090010

**Critical Commercial Assays**		

LightCycler480 SYBR Green I Master	Roche	Cat: 4707516001

**Deposited Data**		

RNA-seq data, normalized per gene sequence counts and differentially expressed genes as determined by Kallisto & Sleuth respectively	This paper	GEO: GSE150135

**Experimental Models: Organisms/Strains**		

*M. humicola* Lisbon isolate	Osman et al., 2018	JUo1
*C. elegans: wild-type N2*	Caenorhabditis Genetics Center	Wormbase ID: N2
*C. elegans: unc-119(ed3) III; icbSi3[dpy-7::GFP::H2B::unc-54 3′UTR+cb-unc-119]*	This paper	MBA260
*C. elegans: icbIs4[chil-27p::GFP, col-12p::mCherry-pest] II*	Osman et al., 2018	MBA281
*C. elegans: icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV*	Osman et al., 2018	MBA282
*C. elegans: pals-22(icb89)III*	This paper	MBA1080
*C. elegans: elt-3(gk121); icbIs4[chil-27p::GFP, col-12p::mCherry-pest] II*	This paper	MBA397
*C. elegans: pals-22(icb90) pals-25(icb92) III; icbIs4[chil-27p::GFP, col-12p::mCherry-pest] II*	Reddy et al., 2019	MBA791
*C. elegans: tax-2(p691) I; icbIs4[chil-27p::GFP, col-12p::mCherry-pest] II*	This paper	MBA507
*C. elegans: tax-2(p694) I; icbIs4[chil-27p::GFP, col-12p::mCherry-pest] II*	This paper	MBA667
*C. elegans: tax-4(ks11) III; icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV*	This paper	MBA668
*C. elegans: tax-2(p691) I*	Caenorhabditis Genetics Center	Wormbase ID: PR691
*C. elegans: icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV; tax-4(ks11) III.; icbEx246[pFD18(tax-4::tax-4::wrmScarlet::SL2::unc-54),pRJM163 (bus-1::GFP), BJ36]*	This paper	MBA1069
*C. elegans: icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV; tax-4(ks11) III.; icbEx247[pFD19(str-1::tax-4::wrmScarlet::SL2::unc-54),pRJM163 (bus-1::GFP), BJ36]*	This paper	MBA1070
*C. elegans: icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV; tax-4(ks11) III.; icbEx243[pFD8(srg-8::tax-4::wrmScarlet::SL2::unc-54),pRJM163 (bus-1::GFP), BJ36]*	This paper	MBA1066
*C. elegans: icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV; tax-4(ks11) III.; icbEx242[pFD7(trx-1::tax-4::wrmScarlet::SL2::unc-54),pRJM163 (bus-1::GFP), BJ36]*	This paper	MBA1065
*C. elegans: icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV; tax-4(ks11) III.; icbEx244[pFD9(gpa-4::tax-4::wrmScarlet::SL2::unc-54),pRJM163 (bus-1::GFP), BJ36]*	This paper	MBA1067
*C. elegans: icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV; tax-4(ks11) III.; icbEx245[pFD11(gcy-21::tax-4::wrmScarlet::SL2::unc-54),pRJM163 (bus-1::GFP), BJ36]*	This paper	MBA1068
*C. elegans: icbIs4[pGO4, pCMH1195] II; qrIs2[sra-9p::mCasp-1, elt-2p::GFP]*	This paper	MBA1081
*C. elegans: oyIs85 [ceh-36p::TU#813 + ceh-36p::TU#814 + srtx-1p::GFP + unc-122p::DsRed];icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV.*	This paper	MBA665
*C. elegans: oyIs84 [gpa-4p::TU#813 + gcy-27p::TU#814 + gcy-27p::GFP + unc-122p::DsRed]; icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV.*	This paper	MBA666
*C. elegans: daf-22(m130) II*	Caenorhabditis Genetics Center	Wormbase ID:DR476
*C. elegans: elt-3(gk121) X*	Caenorhabditis Genetics Center	Wormbase ID:VC143
*C. elegans: qrIs2[sra-9p::mCasp-1, elt-2p::GFP]*	Caenorhabditis Genetics Center	Wormbase ID:PS6025
*C. elegans: ljEx1186[sra-9p::GCaMP3::SL2-tagRFP(pWRS1483); unc-122p::RFP]*	This paper	AQ4259

**Oligonucleotides**		

oligos, see Table S6	Eurofins Genomics	N/A
smFISH probe, see Table S6	Biomers.net	N/A

**Recombinant DNA**		

*trx-1p::tax-4:::wrmScarlet::SL2::unc-54*	This paper	pFD7
*srg-8p::tax-4::wrmScarlet::SL2::unc-54*	This paper	pFD8
*gpa-4p::tax-4::wrmScarlet::SL2::unc-54*	This paper	pFD9
*gcy-21p::tax-4::wrmScarlet::SL2::unc-54*	This paper	pFD11
*str-1p::tax-4::wrmScarlet::SL2::unc-54*	This paper	pFD19
*tax-4p::tax-4::wrmScarlet::SL2::unc-54*	This paper	pFD18

**Software and Algorithms**		

GraphPad Prism 7	GraphPad Software, La Jolla, CA	https://www.graphpad.com/scientific-software/prism/
ImageJ	NIH Image	https://imagej.nih.gov/ij/
LightCycler480 (version 1.5.1.62)	Roche	N/A
Kallisto	Bray et al., 2016	https://pachterlab.github.io/kallisto/
Gene Set Enrichment Analysis (GSEA) software v4.0.3	Mootha et al., 2003	https://www.gsea-msigdb.org/gsea/index.jsp
	Subramanian et al., 2005	

### Resource Availability

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Michalis Barkoulas ().

#### Materials Availability

All unique/stable reagents generated in this study are available from the Lead Contact without restriction.

#### Data and Code Availability

The raw RNA-seq data have been deposited to NCBI GEO under accession GEO: GSE150135.

### Experimental Model and Subject Details

*C. elegans* strains were cultured on NGM plates seeded with *E. coli* OP50 at 20°C under standard conditions (Stiernagle, 2006). *M. humicola* was grown and maintained at 25°C on NGM plates along with *C. elegans* N2. The oomycete cultures can be maintained indefinitely by chunking onto fresh NGM plates with OP50. For use in experiments, freshly killed animals that are full of sporangia were washed off plates that were chunked 2-3 days earlier. Infected animals were separated from live animals using 70 μm nylon filter mesh immersed in M9 buffer. This allowed for live animals to swim through the mesh while the dead animals were retained. The dead animals were gently disrupted using a grinder in a microcentrifuge tube and the numbers of sporangia were counted under a microscope. Dilutions of these suspensions were made using M9 and they were added to standard NGM plates with OP50 to be used in infection or attachment assays. A list of strains used in this study is presented in the Key Resources Table.

### Method Details

#### Pathogen extract preparation

Crude pathogen extract was prepared by growing *M. humicola* strain JUo1 on 90mm standard or egg yolk plates with N2 until starvation. Plates were washed with 5 mL H_2_O each and the suspension was centrifuged in 50 mL tubes for 20 minutes at 5000 rpm to remove debris. The supernatant was collected, filter-sterilized using 0.2 μm filters and autoclaved. The extract was stored for long term at −80°C until use. The control extract was also prepared in the same way from N2 animals grown in the absence of any pathogen.

#### Phenotypic assays

All infection, attachment and lifespan assays were performed at 20°C in triplicates on standard NGM plates with OP50. For populations treated with extract, this was added at the L2 stage. Infection assays were started by moving 30 L4 animals to plates containing *M. humicola* (as described above) and experiments were done in triplicates, so 90 animals were used per condition in total. The animals were scored for visible infection (i.e., development of sporangia) and the live ones were moved to new plates containing *M. humicola* for a period up to 7 days, depending on how the infection progressed. Dead animals without signs of infection or lost animals were censored. N2 animals were bleached 8h after *pals-22(-)* mutants in order to have synchronized development as the latter exhibit developmental delay. For lifespan assays, the same conditions were used without the presence of oomycete and the assay continued until all animals had died, while lost or bagged animals were censored. All experiments were repeated at least three times (Table S5) and GraphPad Prism (GraphPad Software Inc.) was used to plot and compare survival curves. The log-rank test was used to assess statistical significance and a *p* value of < 0.05 was considered significant.

For the attachment assays, day 1 adult animals were moved to plates containing *M. humicola* at approximately 100 animals per plate. They were left for 4h at 20°C and then washed with M9 buffer. Attachment was scored by two methods, using FISH as previously described (Osman et al., 2018) and imaged using an epifluorescence Ti-eclipse (Nikon) microscope equipped with a low noise CCD camera (Andor iKon-M934), or by staining briefly in calcofluor white (Sigma) and visualized with a DAPI filter. Images were analyzed using ImageJ. A chi-square test was used to test significance of the results.

For induction assays, serial dilutions of the extract were made in water and 100 μL of each was added to OP50 plates. The extract was added on top of the bacterial lawn and the plate was moved gently to allow it to spread uniformly. *C. elegans* eggs suspended in M9 were added to each plate to have 100-150 eggs in total. The plates were incubated at 20°C and scored for *chil-27p::GFP* induction after 48h using Zeiss Axio Zoom V16 (Zeiss) microscope. Animals were classified in two groups (GFP positive and negative) and *col-12p::mCherry* expression was confirmed in both cases. For RNAi experiment, 6-8 L4 stage worms were added onto respective RNAi plates containing extract and *chil-27p::GFP* induction was scored after 72h when the progeny on the plate were predominantly L4 stage or beyond. All RNAi clones were obtained from the Ahringer collection (Source BioScience) and were verified by sequencing. The expression of dsRNA was induced by the addition of 1 mM isopropyl β-D-1-thiogalactopyranoside (IPTG; Sigma).

For the avoidance assay, 100 L4 stage animals suspended in M9 were spotted in the center of an OP50 plate with and without extract; and animals present within the lawn were counted after 2h and 24h.

#### qRT-PCR

*C. elegans* at L4 stage were treated with extract for 4 h and total RNA was extracted from animals grown at the appropriate stage/exposure time using the TRIzol reagent (Invitrogen) and isopropanol/ethanol precipitation. NanoDrop quantification (Thermo Scientific) and gel electrophoresis was used to assess the quantity and quality of RNA. 2 μg of RNA from all samples was subjected to DNase (Promega) treatment and cDNA was synthesized using Superscript IV (Invitrogen) with Oligo(dT) primers as per manufacturer’s instructions. Real-time PCR was performed using LightCycler480 SYBR Green I Master (Roche) in a LightCycler480 instrument and Ct values were derived using the LightCycler480 software and second derivative maximum method. Expression levels of *chil-27* were normalized with the values obtained for the reference gene *pmp-3.* The efficiency of each set of primers and calculation of levels of induction was determined as described previously (Pfaffl, 2001). Experiments were performed in biological triplicates and oligos used are listed in the Key Resources Table.

#### RNA-seq

*C. elegans* populations were synchronized by bleaching and grown until the L4 stage. For all extract treatments, 300 μL of undiluted extract was added to NGM plates. Infection samples were exposed to conditions as described for the infection assays. RNA was extracted in triplicates at 1h, 4h, 12h and 24h for extract samples and 12h, 24h and 48h post exposure to the pathogen. RNA samples were sequenced by BGI Genomics (Hong Kong). Pseudoalignment was performed using Kallisto (Bray et al., 2016) and the WS235 transcriptome from Wormbase. Analysis of counts was performed using Sleuth and a Wald test for two-sample comparisons (Pimentel et al., 2017).

#### GSEA

The RNA-seq datasets from exposure to extract at 1h and 4h were compared to other *C. elegans* transcriptomic datasets using Gene Set Enrichment Analysis (GSEA) software v4.0.3 (Mootha et al., 2003; Subramanian et al., 2005). The genes that were significantly differentially expressed upon infection (FDR < 0.1) were ranked based on their b value in descending order. We used 65 gene sets for the analysis derived from (Osman et al., 2018), (Reddy et al., 2019) and WormExp ((Yang et al., 2016b), which can be found in Table S3). Pre-ranked analysis with weighted enrichment statistic, 1000 permutations and a minimum of 15 genes overlap, was performed independently for extract treatment at 1h and 4h time points. The NES-values of gene sets with FDR < 0.25 and nominal p value < 0.05 were considered as significant and the results are summarized in Table S3.

#### Molecular cloning and transgenesis

To generate constructs for neuron-specific rescue of *tax-4* mutants, splice leader 2 (SL2) sequence was amplified from genomic DNA using primers SL2-F and SL2-R. Restriction sites and Gibson Assembly complementarity arms were added to this SL2 amplicon using primers SL2-F Gib and SL2-R. WrmScarlet followed up by *unc-54* 3′UTR was amplified from the plasmid pDK38C2 using primers SL2 scarlet-F and BJ36-unc54-ter-R. Fragments were cloned using a Gibson Assembly protocol into SpeI-digested BJ97 to give the intermediate vector pFD1. Promoter regions and *tax-4* coding sequence were amplified from genomic DNA and cloned into AvrII-digested pFD1 using Gibson Assembly. Constructs were injected into the *tax-4(ks11)* strain at a concentration of 5ng/μl along with 20ng/μl of *bus-1p::GFP* (pRJM163) as a co-injection marker. A list of oligos used in this study is presented in the Key Resources Table.

#### Microscopy

Single molecule FISH was performed as previously described (Hintze et al., 2020; Katsanos et al., 2017). Briefly, animals were synchronized by bleaching and treated with extract for 1 hour at mid-L2 stage. Animals were fixed with 4% formaldehyde (Sigma-Aldrich) in 1x PBS (Ambion) for 45 min and were permeabilised with 70% Ethanol for 24 hours. Hybridization was performed at 30°C for 16 hours. A list of oligos included in the *chil-27* probe can be found in the Key Resources Table. Imaging was performed in an inverted and fully motorised epifluorescence microscope (Nikon Ti-eclipse) with an iKon M DU-934 CCD camera (Andor) controlled via the NIS-Elements software (Nikon) using the 100x objective. Atomic force microscopy was performed as previously described (Osman et al., 2018) using day 1 N2 adults grown on plates supplemented with oomycete or N2 control extract. Calcium imaging was performed on day 2 adult animals in a custom-designed microfluidic devices as previously described (Chew et al., 2018; Cho et al., 2018; Cho et al., 2017). Briefly, experiments were performed on a Leica Axiovert 135 inverted microscope using a 40x air objective. Video sequences were captured using a Hamamatsu ORCA-R2 (C10600-10B) camera with 100 msec exposure time. Simultaneous dual color imaging was performed using an OptoSplit II (Andor Technology) beamsplitter containing a GFP (520 nm)/RFP(605 nm) filter set. CoolLED’s pE-300 white was used as a light source for fluorescent imaging. Imaging was carried out in S-basal buffer (100mM NaCl, 0.05M phosphate buffer pH 6.0, 5 μg/mL cholesterol). Stimulus was 1/10 diluted pathogen extract in S-basal as a 10 s pulse and was delivered at t = 5 s after recordings were started. Videos were recorded for 25 s following stimulus delivery. For analysis of calcium transients, fluorescence intensities for each frame were extracted using a custom MATLAB script (Cho et al., 2018; Cho et al., 2017).

### Quantification and Statistical Analysis

Graphic representation and statistical analysis were performed using the GraphPad Prism 7 software. Data shown in bar graphs indicate mean, and error bars represent standard error of the mean or standard error of the proportion as indicated. A log-rank, chi-square, Fisher’s exact test, ANOVA and Tukey’s multiple comparison test was used to analyze data as described in the figure legends. Results were considered statistically significant when p < 0.05. Asterisks in figures indicate corresponding statistical significance as it follows: ^∗^ p < 0.05; ^∗∗^ p < 0.01; ^∗∗∗^ p < 0.001; ^∗∗∗∗^ p < 0.0001. Overlaps between gene lists were assessed based on a hypergeometric test (nemates.org).

## Supplemental Information

Document S1. Figures S1–S5

Table S1. RNA-Seq Results of Animals Treated with Pathogen Extract and Live Pathogen, Related to Figure 2 Extract treatments (ext) and infections (inf) were performed using *M. humicola* isolate JUo1. Sleuth *b* values are analogous to fold change. Tables also show transcript names, Wormbase Gene IDs, gene/sequence names are shown, Wald test *p* value and p value adjusted for multiple test correction.

Table S2. Defining an Oomycete Recognition Response (ORR), Related to Figure 2 (A) Upregulated genes, (B) Downregulated genes, (C) Criteria used in ORR definition, (D) Overlap between ORR genes and other datasets, (E) ORR genes with human homologs, (F) Predicted tissue distribution of induced ORR genes.

Table S3. GO Term Analysis of Genes Induced upon Pathogen Extract Exposure, Related to Figure 2 Induced genes 1 hour (A) and 4 hours (B) post extract treatment, and (C) induced ORR genes. Results from ShinyGO, g:Profiler and Wormbase are shown.

Table S4. GSEA Analysis of Genes Identified upon Pathogen Extract Exposure, Related to Figure 3 (A) GSEA results, (B-C) Gene overlap for all significant intersection using induced genes 1 hour (B) and 4 hours (C) post extract treatment, (D) Percentage of gene overlap between the two extract datasets and all other datasets used in GSEA analysis, (E) Gene sets used in GSEA analysis.

Table S5. Survival Data for Infection and Lifespan Assays, Related to STAR Methods

Table S6. Oligos Used in This Study, Related to STAR Methods

Document S2. Article plus Supplemental Information

How the deposited data were processed for this re-analysis (not part of the article)

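RNA was sequenced from wild-type (N2) animals treated from the L4 stage with extract of oomycete-infected animals for 1, 4, 12 or 24 h, from animals exposed to live *M. humicola* for 12, 24 or 48 h, and from controls of each time point. The 42 libraries form 14 groups of 3, and each group enters 1 of 7 comparisons of treated with control libraries. The sample labels describe paired-end, strand-specific reads of RNA extracted with TRIzol. The values in each table are estimated counts per transcript, which the authors made with Kallisto from the reads and the WS235 transcriptome before deposit, and the tables also hold the length and effective length of 35862 transcripts. The versions of Kallisto and Sleuth are not given in the sources used here. The estimated counts are not normalized, and 40.9% of them are not whole numbers (tolerance 1e-06). The tables hold no bootstrap estimates.

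Samples were grouped by the treatment and time in their labels. Both series have controls at 12 h and 24 h, and these were told apart by the form of their titles, with numbered replicates for extract and lettered replicates for infection. The controls at 4 h of extract are replicates A, B and D. Estimated counts were summed per gene and rounded, which changed no library total by more than 0.000136%. Of the 22010 genes, 21839 matched 1 gene of the annotation (Ensembl 115, assembly WBcel235, the assembly of WS235), 1 was named from Table S1, 3 matched several genes and 167 matched none. TPM was computed here from the estimated counts and effective lengths.

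Each comparison was tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test after TMM scaling and the filter on low counts of edgeR with a count minimum of 10. A gene was called at p under 0.01 and a Benjamini-Hochberg adjusted p under 0.1. The standard error is the size of the log2 fold change over the square root of F. Differences between effects were tested as interactions: extract at 4 h against 1 h, extract at 12 h against 4 h, and live pathogen against extract at 12 h and at 24 h. The controls at 4 h were also tested against those at 1 h. Lists were tested against other genes with camera of limma 3.58.1, at its preset correlation of 0.01 and with an estimated correlation, and p was adjusted over the lists within a comparison. Overlaps were tested with Fisher's exact test over the genes tested in both comparisons, one-sided for more overlap. Chromosomes and the cuticle collagens among raised genes were tested two-sided. For genes with at most 3 counts over a control group, ratios have 95% intervals from the counts, and 3 counts stand for a group at 0.

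The lists were the chil family (27 genes), the pals family (39), 10 ubiquitin ligase and marker genes of the intracellular pathogen response, F-box A genes (173), MATH domain genes (38), cuticle collagens (176), furrow collagens (6), cuticlins (35), astacin proteases (37), hedgehog-related and patched-related genes (83), molting genes (25), abu and pqn genes (71), C-type lectins (240), lysozymes (16), epidermal antimicrobial peptides (22), intestinal immune effectors (14), proteasome subunits (33), heat shock proteins (22), fatty acid desaturases and elongases (16), enzymes of detoxification (186), insulin-like peptides (39), FMRFamide-like neuropeptides (31), vitellogenins (6), oocyte and eggshell genes (18), major sperm proteins (43), body wall muscle genes (15), pan-neuronal genes (15), intestinal genes (12), hypodermal genes (12), ribosomal proteins (78), mitochondrially encoded genes (12), histones (72) and genes named in the study (26). The genes named in the text are, per comparison, the 10 largest rises and 5 largest falls on the log2 scale among called genes whose 3 treated libraries all lie on 1 side of the 3 controls, every gene the study names, every chil gene, and up to 4 called members of each list with the smallest p. Values in the study's tables had been seen when this rule was written. Genes whose groups do not overlap made up 14.0% to 22.1% of the genes tested in the 7 comparisons, where chance gives 10%.

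Totals ran from 15416432 to 29058031 estimated counts per library, with a median of 24377110.5. The lowest were those of extract at 24 h, from 15416432 to 19911411. In simulated counts with the means, depth and spread of each comparison, edgeR recovered 44 to 84 of 100 changes of 2-fold and 83 to 99 of 100 changes of 4-fold, with 8 to 31 false calls per run. At 4 h of extract DESeq2 recovered 66 and 86 with 80 false calls, and limma on log counts 42 and 82 with 7. For the difference between extract at 4 h and at 1 h, 50 and 82 were recovered.

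The alternatives were library totals in place of TMM, tests per transcript, DESeq2 1.42.0, limma on log counts per transcript (an offset of 0.5 and at least 5 counts in a share of 0.47 of libraries, as a stand-in for Sleuth), no filter on low counts, libraries thinned to equal depth, 1 estimate of the spread for each series, a replicate block, leaving out each library in turn (96 fits), controls of the other series, a limit of 2-fold for the rebuilt recognition response, other cuticle lists, other TPM limits, all genes as background, the chromosome test without large families, and the induced genes of Table S2 for it. Leaving out 3 libraries that stand apart was added later. Published single-cell data, mutants and infection by *N. parisii* were not analysed here. Sets of Table S4 that are held only in part were not tested as sets.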

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

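The test of thinned libraries for the small number of genes called at 12 h and 24 h, the test of single libraries for the collagens, the libraries used in the test of developmental timing, the regroupings behind the differences between 2 effects and the fits without libraries that stand apart were chosen only after the results were seen.

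A control library lay far from the other 2 at 4 h of extract (replicate D) and at 24 h of infection (replicate C): chi-square per gene between replicates was 259 and 167 for D against 21.2 between A and B, and 127 for C against both others. Depth was argued against for both, since after thinning to equal depth the lower chi-square was 105 for D and 86.5 for C. For C, the profile of younger animals was argued against, with r = 0.0532 across genes between its difference from the other controls and the change of infection controls from 12 h to 48 h (genes are not independent replicates). For D, the correlation across genes of its difference from A and B with the change of extract controls from 1 h to 12 h was r = −0.508. For A less B it was 0.462, a size not far below that for D, so this correlation alone does not single out D. Whether D holds animals of an earlier stage stays open. The total of D, 27220142 counts, lay within the 25764104 to 29058031 of the extract controls of 12 h and 24 h, while A and B had 24685628 and 23865584. A mixed-up or contaminated sample or a separate batch was not tested for either library.

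Extract called 1 gene at 12 h and 0 of 14617 at 24 h by edgeR, after 353 at 1 h and 299 at 4 h, with 1466 at an unadjusted p under 0.05 at 24 h and 64 called by DESeq2. Lower depth was argued against: thinned to the smallest total, the 4 h libraries still gave 270 genes. A larger spread was argued against for 12 h, where 96% of simulated 4-fold changes were recovered against 83% with the spread at 4 h. A smaller effect at 12 h was in line with the ratio of medians of genes raised by live pathogen, 0.0151 for 12 h over 4 h, and fading of the response or loss of activity of the extract could give it. The paper reports that the extract withstands autoclaving and keeps its activity in cold storage with or without bacteria. The controls of 12 h and 24 h differ from those of 1 h and 4 h in the form of their titles, so a difference between batches stays open and was not tested.

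At 1 h of extract, 26 of 143 cuticle collagens rose, each by less than 1 on the log2 scale. That 1 library decides this was argued against, since 11 stayed without extract replicate A or B, the fewest, and 36 were called without control replicate C. A difference in developmental timing cannot be told apart from an effect of the extract. The axis was the change from 1 h to 4 h in controls, with replicates A and B alone at 4 h and separate controls for the effect. The extract effect correlated with it at r = −0.207, −0.0334 and −0.160 across genes (an earlier form with a treated library in the axis gave larger sizes). All 26 collagens were lower at 4 h than at 1 h on this axis (median −0.75, −0.91 and −0.91). In control D, left out there, collagens took 6.51% of counts, against 5.66% to 6.40% in controls of 1 h. With all 3 controls no gene was called between these times, with *col-12* at −0.22 (SE 0.30). Vitellogenins took 2.03% to 2.06% of counts in extract libraries and 2.20% to 2.90% in controls at 1 h, with 0 of 6 called, and from 1 h to 4 h in controls their median change was 1.10 with 0 of 6 called, so that treated animals were slightly younger or slowed stays open. The paper measured developmental speed and found no effect of the extract (Figure 4C).

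Differences between 2 effects passed the test of the difference itself in 4 cases. The effect of extract differed between 4 h and 1 h for 109 of 16113 genes, 78 with a higher value at 4 h and 31 with a lower one, such as *math-49* at 2.45 (SE 0.23), *clec-218* at 1.93 (SE 0.28) and *nhr-43* at −1.89 (SE 0.37). Another regrouping of treated and control libraries within the sets gave 115. The regroupings neither exclude chance nor show it, since one that keeps the real groups of 1 set keeps that set's own effect. The number was 915 without control replicate A at 4 h and 240 without D. It was 66 and 71 without extract replicates A and B at 4 h and 68 without extract replicate B at 1 h. Between 12 h and 4 h it differed for 295 of 16563 genes, 87 higher and 208 lower at 12 h, such as *chil-26* at −5.23 (SE 0.65), *chil-1* at −4.04 (SE 0.45) and *lys-2* at 0.98 (SE 0.10). The real number was the largest of 24 groupings, with 267 for the highest other. Chance is not excluded by this, since the rule was set after an earlier draw, which counted mirrored groupings as separate, did not exclude it. Here too a regrouping that keeps the real groups of 1 set keeps that set's own effect. The number was 581 and 698 without control replicates A and D at 4 h, 194 without extract replicate A at 4 h, 189 and 185 without control replicates 1 and 3 at 12 h and 194 without extract replicate 3 at 12 h.

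Live pathogen and extract differed at 12 h for 139 of 15787 genes, 112 higher and 27 lower with the pathogen, such as *fbxa-36* at 6.27 (SE 0.79), *pals-37* at 4.56 (SE 0.58) and *nlp-29* at 1.53 (SE 0.33). Another regrouping gave 289, more than the real groups. This does not decide on chance, since regroupings that keep the real infection groups keep the effect of infection, 242 genes at 12 h. At 24 h they differed for 203 of 15784 genes, 184 higher and 19 lower, such as *col-117* at 7.39 (SE 0.84), *nlp-30* at 3.16 (SE 0.52) and *pud-3* at −3.48 (SE 0.59). The highest other regrouping gave 249, which for the same reason does not decide on chance, with 180 genes changed by infection at 24 h. The number was 567 without infection control replicate C, 117 without extract control replicate 2, 131 without extract replicate 2 and 133 without infected replicate A or B. Extract and infection were separate experiments with different plates, so these differences include any other difference between them.

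Regroupings of 3 against 3 libraries are too few for a share under 0.05 in the other comparisons. The real number and the highest other were 353 and 0 at 1 h of extract, 299 and 0 at 4 h, 1 and 12 at 12 h, 0 and 0 at 24 h, 242 and 0 at 12 h of infection, 180 and 0 at 24 h, 546 and 16 at 48 h, and 0 and 0 for controls at 4 h against 1 h. By edgeR, 1159 genes had an unadjusted p under 0.05 between these controls, DESeq2 called 86 and limma on transcripts 15. The splits with as large a number were 10 of 10 where it was 0. Without 1 library, the number at 12 h of extract was 4 without extract replicate 2 and 0 without extract replicate 3 or any control, and at 24 h it was 44 without extract replicate 1 and 18 without control replicate 3.

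F31C3.10, a pseudogene next to the ribosomal RNA genes on chromosome I from 15060299 to 15061150 of WBcel235 that the paper does not discuss, took 13.4% of counts in extract replicate 1 at 24 h (2063502 of 15416420 counts), above 0.0102% to 0.117% in the other 41 libraries.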

How the results depend on the processing

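Leaving out the 3 libraries that stand apart (control replicate D at 4 h, extract replicate 1 at 24 h and infection control replicate C at 24 h) was chosen only after the values were seen. With 3 libraries per group and 15416432 to 29058031 counts per library, 2-fold changes were often missed in simulated counts, and most at 4 h of extract. The rises of *chil-27* at 1 h and 4 h and the overlaps of raised genes passed under each alternative run. The tables hold no bootstrap estimates, so the uncertainty of assigning reads to isoforms and paralogs is not in any test. Of 492 calls or values of single genes, 475 held with DESeq2 and 481 with library totals in place of TMM scaling. Of 489 tested per transcript, 313 held and 145 were no longer called. With the libraries that stand apart left out, all 299 genes called at 4 h of extract and all 180 at 24 h of infection stayed called. For each value that changed, the cause was not tested.

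Per transcript, changed genes numbered 50 at 1 h and 0 at 12 h of extract and 115, 114 and 182 at 12, 24 and 48 h of infection, where 1 at 12 h of extract was the number per gene. Differences between effects numbered 70 for extract at 4 h against 1 h, and 66 and 110 for pathogen against extract at 12 h and 24 h. Genes higher and lower at both 1 h and 4 h numbered 29 and 0, and those higher and lower with both treatments 90 and 4. Collagens raised at 1 h numbered 1, and chil genes raised 3 at 1 h, 5 at 12 h and 7 at 48 h of infection. Of the induced genes of Table S2, 33 rose at 1 h, 0 at 12 h, and 77 and 71 at 12 h and 48 h of infection. Of the downregulated ones, 1 fell at 1 h and 7 and 2 at 12 h and 48 h of infection.

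With DESeq2, changed genes numbered 478, 34 and 64 at 4, 12 and 24 h of extract and 359 and 1589 at 24 h and 48 h of infection. Differences between effects numbered 242, 503, 209 and 354, and controls at 4 h against 1 h gave 86. Genes lower at both 1 h and 4 h numbered 22, lower with both treatments 73 and downregulated in the rebuilt response 74. Of the downregulated genes of Table S2, 22 fell at 4 h, 2 at 24 h and 6 at 24 h of infection, and 6 induced ones and 1 chil gene rose at 12 h.

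With limma on log counts per transcript, changed genes numbered 91, 27 and 42 at 1, 12 and 24 h of extract and 156 and 231 at 12 h and 48 h of infection. Pathogen against extract gave 76 and 125, and controls at 4 h against 1 h 15. Genes higher and lower at both 1 h and 4 h numbered 42 and 2, lower with both treatments 10, downregulated in the rebuilt response 79 and collagens raised at 1 h 2.

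With library totals in place of TMM scaling, 48 genes changed at 24 h of extract, 4 of them induced genes of Table S2. With no filter on low counts, 4 changed at 12 h and 81 at 24 h. In libraries thinned to equal depth 18 changed at 24 h.

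With a shared estimate of the spread, changed genes numbered 183, 1798 and 4 at 1, 4 and 12 h of extract and 156, 509 and 1049 in infection. Genes lower at both times numbered 28, lower with both treatments 122 and downregulated in the rebuilt response 128. No collagen (0) was called at 1 h, where edgeR with its own spread called 26, DESeq2 39 and 55 had an unadjusted p under 0.05.

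With a replicate block, changed genes numbered 521, 150 and 50 at 4, 12 and 24 h of extract and 107 and 273 at 24 h and 48 h of infection. Differences between effects numbered 628 for extract at 12 h against 4 h and 260 and 135 for pathogen against extract, and controls at 4 h against 1 h gave 1916. Genes lower at both times numbered 22, lower with both treatments 47 and downregulated in the rebuilt response 48. No source says that replicate numbers pair the samples. Correlations between the deviations of like-numbered treated and control libraries ran from −0.407 to 0.220 over the comparisons, and only at 24 h of extract were all 3 controls closest to their own number.

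Without the libraries that stand apart, changed genes numbered 676 at 4 h and 44 at 24 h of extract and 441 at 24 h of infection. Differences between effects numbered 240, 698 and, at 24 h, 428, and controls at 4 h against 1 h gave 3479. Genes lower at both times numbered 30, lower with both treatments 60 and downregulated in the rebuilt response 61. Of the downregulated genes of Table S2, 24 fell at 4 h, 1 at 24 h and 7 at 24 h of infection, and 3 induced ones rose at 24 h. Between controls at 4 h and 1 h, the log2 fold change of *daf-22* was −0.26 without control replicate D.

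Against controls of the other series, changed genes numbered 8604 and 5413 at 12 h and 24 h of extract and 9356 and 9942 at 12 h and 24 h of infection. For extract at 12 h the sign turned for *chil-24* at 0.96, *pmp-3* at 0.17, *npr-8* at 1.49 and *chil-23* at 1.05. At 24 h it turned for *gcy-21* at 1.03, *chil-24* at 0.58, *tax-2* at 1.41 and *chil-23* at 1.21. With infection at 12 h it turned for *skr-3* at −0.0300, *ttn-1* at −0.0145, *cyp-14A5* at −0.15, *col-95* at −0.0751, *chil-23* at −1.12, *chil-24* at −0.88, *nlp-24* at 0.64, *col-63* at 3.95, *grl-5* at 3.44, *ugt-8* at 0.0833 and E01G4.6 at 3.86. At 24 h of infection it turned for *col-117* at −3.64, *abu-8* at −0.58, *dpy-8* at −0.13, *qua-1* at −0.0737, *dpy-7* at −1.98, *cyp-14A5* at −0.41, *npr-8* at −1.72, *chil-24* at −0.51, *chil-23* at −1.48, *chil-10* at −0.34 and Y48E1B.8 at 0.64. These controls come from another series, so series and treatment are confounded there.

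With a limit of 2-fold, 48 genes were downregulated in the rebuilt response. With other cuticle lists in place of the collagens, 2 cuticlins, 1 molting gene and 0 of 6 furrow collagens were raised at 1 h by edgeR, and of the furrow collagens 0 were higher at an unadjusted p under 0.05 or by DESeq2. The share of induced genes of Table S2 under the TPM limit in controls was 62.5% at 1 TPM and 81.9% at 10 TPM.

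Without 1 library, the lowest and highest numbers of changed genes were 137 to 462 at 1 h, 177 to 676 at 4 h, 0 to 4 at 12 h and 0 to 44 at 24 h of extract, and 175 to 238, 93 to 441 and 144 to 1027 at 12, 24 and 48 h of infection. For differences between effects they were 66 to 915, 185 to 698, 106 to 165 and 117 to 567 in the order used above, and for controls at 4 h against 1 h 0 to 3479. Genes higher at both 1 h and 4 h numbered 65 to 103, lower 4 to 30, higher with both treatments 137 to 185, lower 13 to 50, and in the rebuilt response 165 to 241 higher and 13 to 50 lower. Collagens raised at 1 h numbered 11 to 36.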

Differences from the paper's values

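Leaving out the 3 libraries that stand apart was chosen after the values were seen, and all other alternatives named here were set before the data were examined. Of 40 counts stated by the paper and its tables, 24 were within the limits set for a difference and 16 were not, and of 30 fold changes of chil genes with more than 3 control counts 2 were not. The paper tested transcripts with Sleuth at the same limits of p and adjusted p, while the counts here are per gene from edgeR. In tests per transcript a gene with transcripts that move in opposite directions counts as higher and as lower. No called gene went the opposite way. Of the paper's genes in Table S1, 219 of 268 higher and 61 of 96 lower at 1 h of extract were also called here. At 4 h 203 of 250 and 53 of 109 were, at 12 h 1 of 9 and 0 of 16, and at 24 h 0 of 9 and 0 of 14. With infection 140 of 176 and 43 of 78 were at 12 h, 138 of 200 and 13 of 38 at 24 h, and 263 of 442 and 182 of 296 at 48 h.

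At 4 h of extract the paper reports 109 lower genes, and 64 were called here. Without control replicate A the number was 112, and no other alternative came within the limits (DESeq2 182, replicate block 178, per transcript 41). At 12 h of extract the paper's table gives 9 higher and 16 lower genes, against 1 and 0 here, where 1220 genes had an unadjusted p under 0.05. Limma on transcripts gave 10 and 18 and DESeq2 14 and 20, of which the 14 is outside the limits, while per transcript, library totals, no filter, thinning, a shared spread and the replicate block did not close the gap. At 24 h the paper's table gives 9 higher and 14 lower genes, against 0 and 0 of 14617 by edgeR here, where 1466 had an unadjusted p under 0.05. Thinned libraries gave 8 and 10. Library totals gave 29 and 19 and leaving out extract replicate 1 gave 30 and 14, of which only the lower genes are within the limits. DESeq2 (28 and 36), limma on transcripts (14 and 29), no filter (33 and 48) and the replicate block (25 and 25) gave more, and per transcript or with a shared spread there were 0. At 24 h of infection the paper's table gives 38 lower genes, and 15 were called here. Limma on transcripts gave 31 and leaving out control replicate B 26, and the others did not close the gap (DESeq2 65, per transcript 13).

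For genes lower with both treatments the paper's table gives 33, and 21 were found here. Within the limits were library totals (22), no filter (29), the replicate block (47) and leaving out extract control replicate A, B or C at 1 h (26, 28 and 22), control replicate A at 4 h (26), extract replicate 1 at 24 h (24), infection control replicate C at 24 h (25) or control replicate B at 48 h (29). DESeq2 (73), per transcript (4), limma on transcripts (10), thinning (19) and a shared spread (122) were not. The paper counts 49 downregulated genes in the oomycete recognition response, and the rebuilt response held 21. The replicate block (48), a limit of 2-fold (48) and leaving out control replicate D at 4 h (50) came within the limits, and DESeq2 (74), limma on transcripts (79), per transcript (14), library totals (22), no filter (29), thinning (19) and a shared spread (128) did not. For genes lower with extract at any time the paper's table gives 216 and 131 were called here, with library totals (145) and no filter (180) within the limits and DESeq2 (334), per transcript (45), limma on transcripts (119), thinning (122), the replicate block (372) and a shared spread (1170) not.

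Of the induced genes of Table S2, the paper's table calls 5 at 12 h and 3 at 24 h of extract, against 1 and 0 here. DESeq2 gave 6 at 12 h and library totals gave 4 at 24 h. Of the alternatives set beforehand, only these and tests per transcript were run on these counts, and no other value closed the gap. Of the downregulated genes, the paper counts 34 at 4 h, and its table 1 at 12 h and 4 at 24 h, against 13, 0 and 0 here. Tests per transcript, DESeq2 and library totals did not close these gaps (per transcript 11, DESeq2 22 and library totals 12 at 4 h, and DESeq2 2 at 24 h). The other alternatives set beforehand were not run on these counts. Without the libraries that stand apart, chosen after the values were seen, 3 induced genes rose at 24 h and 24 downregulated genes fell at 4 h, both within 1.5 times of the paper's numbers. The table gives 6 chil genes as higher at 12 h of infection, and 10 were called here, with per-transcript tests (5) and DESeq2 (9) within the limits and library totals (10) not. The paper gives a representation factor of 8.3 for the genes raised by both treatments, and it was 16.1 here. DESeq2 (5.91) and a shared spread (7.67) came within the limits, and all genes as background (19.7), library totals (16.0), no filter (16.9), per transcript (37.6), limma on transcripts (24.2), the replicate block (17.4) and thinning (16.6) did not.

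The paper's Sleuth coefficients are on the natural log scale, as the median ratio to the log2 fold changes here was 0.695 at 1 h and 0.693 at 4 h against 0.693 for the natural log of 2, so the values here are given as natural logs. Where a control group held at most 3 counts, the fold change is only a bound or an interval, and the paper's coefficient lay within it for *chil-28* at 1 h, *chil-18* at 1 h, 4 h and 12 h of infection and *chil-9* at 12 h of infection. For *chil-1* the table gives 3.48 (SE 0.929) at 12 h and 3.53 (SE 0.952) at 48 h of infection, and the values here were 1.78 and 1.88. Tests per transcript (2.68 and 2.78) and limma on transcripts (3.47 and 3.53) came within the limits, and DESeq2 (1.79 and 1.91) did not.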

Other observations

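The fits without libraries that stand apart were chosen only after the values were seen. After 48 h with live *M. humicola*, some genes of fatty acid synthesis and some lysozyme genes rose (n = 3 libraries per group). Of 16 fatty acid desaturases and elongases, 5 rose and 0 fell, with *fat-5* from 4.35 ± 1.65 to 22.3 ± 5.97 CPM, a log2 fold change of 2.36 (SE 0.33, edgeR adjusted p = 0.0163), and *elo-2* at 1.10 (SE 0.10) (6 and 0 adjusted over the list alone; camera adjusted p = 1.31e-08, adjusted p = 0.119 with an estimated correlation). Of 13 lysozymes, 4 rose, such as *lys-10* at 4.04 (SE 0.34) and *lys-4* at 0.81 (SE 0.12) (5 and 1 adjusted over the list alone; camera adjusted p = 1.17e-07, adjusted p = 0.0649 with an estimated correlation), and the call of *lys-4* ended per transcript and without infected replicate B. Collagens of the cuticle rose in 14 of 137 cases, and those that rose did so strongly, with *bli-6* at 6.71 (SE 0.37) and *col-175* at least 114-fold higher, while the median of the list was −0.29 and its mean 0.33 (17 and 0 adjusted over the list alone; camera adjusted p = 0.099, adjusted p = 0.829 with an estimated correlation). The fatty acid and collagen genes named here stayed called in every alternative run. Of 6 vitellogenins, which provide yolk, 1 rose, *vit-6* at 0.62 (SE 0.14), and of 18 oocyte and eggshell genes 3 (3 and 0 and 8 and 0 adjusted over the list alone; adjusted p = 0.229 and 0.264 with an estimated correlation). Of 38 major sperm proteins, 8 fell and none rose, such as *msp-3* at −0.53 (SE 0.12) (0 and 19 adjusted over the list alone; camera adjusted p = 1.85e-12, adjusted p = 0.398 with an estimated correlation). The calls of *vit-6* and *msp-3* ended without control replicate A or C or any infected replicate, and that of *msp-3* also without control replicate B. Vitellogenins took 9.11% to 9.53% of counts in infected libraries against 6.29% to 7.79% in controls.

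After 24 h with the pathogen, a few cuticle genes rose: 5 of 116 cuticle collagens, with *col-117* at 7.02 (SE 0.92) (20 and 1 adjusted over the list alone; camera adjusted p = 2.99e-07, adjusted p = 0.535 with an estimated correlation), 1 of 6 furrow collagens, 2 of 52 hedgehog-related and patched-related genes, with *qua-1* at 2.89 (SE 0.35), 1 of 24 molting genes and 2 of 50 abu and pqn genes (adjusted over the list alone, 2, 5, 6 and 6 rose). Of 17 epidermal antimicrobial peptides, 1 rose, *nlp-30* at 2.86 (SE 0.45) (5 adjusted over the list alone), and its call ended without control replicate A or B or infected replicate B. Against the extract controls of 24 h, *col-117* and *qua-1* had the opposite sign, at −3.64 and −0.0737. In control replicate C, ribosomal proteins took 12.0% of counts against 7.34% and 6.80% in the others. The pud genes fell, *pud-3* at −3.28 (SE 0.57) and *pud-1.2* at −2.56 (SE 0.47), and their calls ended without any infected replicate. At 12 h of infection the epidermal peptide genes *nlp-29*, at 1.37 (SE 0.27), and *nlp-34*, at 2.34 (SE 0.53), rose (2 of 15 higher and 1 lower; 4 and 1 adjusted over the list alone), and both calls ended per transcript and without control replicate A or B, that of *nlp-34* also without infected replicate A or B. At 48 h 1 of 17 such peptides fell, *nlp-30* at −2.57 (SE 0.46) (6 adjusted over the list alone). That call ended without control replicate A or C or any infected replicate.

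At 12 h with the pathogen there were 8 of 130 higher and 5 lower of the collagens, 4 of 143 higher and 8 lower of the enzymes of detoxification and 3 of 124 higher and 1 lower of the C-type lectins (adjusted over the list alone, 14 and 11, 6 and 13 and 3 and 1). At 48 h there were 6 of 152 higher and 2 lower of the same enzymes, 3 of 143 higher and 2 lower of the lectins, 2 of 26 higher and 1 lower of the insulin-like peptides, 0 of 31 higher and 3 lower of the astacins and 0 of 61 higher and 2 lower of the hedgehog-related and patched-related genes (adjusted over the list alone, 9 and 6, 7 and 2, 3 and 2, 0 and 5 and 0 and 3). Of the heat shock genes 1 of 19 rose at 12 h of infection, *hsp-43* at 0.33 (SE 0.06).

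No gene was called by edgeR in any of the 7 comparisons among FMRFamide-like peptides, pan-neuronal genes, intestinal genes, ribosomal proteins or mitochondrially encoded genes. In the comparison where each had most genes at an unadjusted p under 0.05, there were 0 higher and 7 lower FMRFamide-like peptides at 48 h of infection (0 and 5 by DESeq2), 0 and 9 pan-neuronal genes at 24 h of extract (0 and 1 by DESeq2), 0 and 5 intestinal genes at 24 h of extract (0 and 1), 0 and 27 ribosomal proteins at 12 h of infection (0 and 7) and 0 and 10 mitochondrially encoded genes at 12 h of extract (0 and 0). At 12 h of infection 1 body wall muscle gene of 15 rose, *ttn-1* at 0.52 (SE 0.10), and 1 hypodermal gene of 12, *col-10* at 0.54 (SE 0.08), and the call of *ttn-1* ended without control replicate A or infected replicate B. At 12 h of extract, 7 of 12 mitochondrially encoded genes fell when adjusted over the list alone (median −0.38; camera adjusted p = 8.09e-15, adjusted p = 0.366 with an estimated correlation), and at 24 h 8 rose (median 0.50; camera adjusted p = 2.4e-18, adjusted p = 0.203 with an estimated correlation). At 24 h of extract, 8 of 42 histones rose when adjusted over the list alone (median 1.10; camera adjusted p = 5.06e-12, adjusted p = 0.651 with an estimated correlation), and 6 muscle, 6 pan-neuronal and 3 intestinal genes fell when so adjusted. In extract replicate 1 at 24 h histones took 0.140% of counts, against 0.0946% and 0.0906% in replicates 2 and 3. For collagens so adjusted, 4 and 17 of 126 were higher and lower at 12 h of extract and 2 and 13 of 123 at 24 h.

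Of the genes named in the study, 9 of 20 tested rose at 1 h and 10 of 22 at 4 h of extract, and 10 of 20, 8 of 20 and 10 of 21 at 12, 24 and 48 h of infection (9, 10, 10, 9 and 10 adjusted over the list alone). The study picked many of them from these libraries, so the counts are not independent evidence. In the 6 control libraries of 1 h and 4 h, 77.6% ± 0.942 (SD) of the 206 induced genes of Table S2 lay under 5 TPM, with a median of 0.419 TPM. By the tissue classes of Table S2, this share was 94.3% ± 0.441 for 117 genes that the study places below its threshold of detection, 15.7% ± 1.43 for 36 genes of the hypodermis and 78.7% ± 3.09 for 43 genes of other tissues. At 4 h of extract, 109 of 117, 15 of 36 and 34 of 43 of them rose, and at 12 h of infection 78 of 87, 17 of 36 and 26 of 38 of those tested. Of the 423 genes that rose with extract here, 52.2% ± 2.31 lay under 5 TPM in these controls. All these shares are from RNA of whole animals. The study applied its threshold to published single-cell values of tissues, so the measures are not alike.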
